# A transcriptomal analysis of bovine oviductal epithelial cells collected during the follicular phase versus the luteal phase of the estrous cycle

**DOI:** 10.1186/s12958-015-0077-1

**Published:** 2015-08-05

**Authors:** K. L. Cerny, E. Garrett, A.J. Walton, L.H. Anderson, P. J. Bridges

**Keywords:** Heifer, Oviduct epithelial cells, Ampulla, Isthmus, Estradiol, Progesterone

## Abstract

**Background:**

Reproductive success depends on a functional oviduct for gamete storage, maturation, fertilization, and early embryonic development. The ovarian-derived steroids estrogen and progesterone are key regulators of oviductal function. The objective of this study was to investigate luteal and follicular phase-specific oviductal epithelial cell function by using microarray-based transcriptional profiling, to increase our understanding of mRNAs regulating epithelial cell processes, and to identify novel genes and biochemical pathways that may be found to affect fertility in the future.

**Methods:**

Six normally cycling Angus heifers were assigned to either luteal phase (LP, *n* = 3) or follicular phase (FP, *n* = 3) treatment groups. Heifers in the LP group were killed between day 11 and 12 after estrus. Heifers in the FP group were treated with 25 mg PGF_2α_ (Lutalyse, Pfizer, NY) at 8 pm on day 6 after estrus and killed 36 h later. Transcriptional profiling by microarray and confirmation of selected mRNAs by real-time RT-PCR analyses was performed using total RNA from epithelial cells isolated from sections of the ampulla and isthmus collected from LP and FP treatment groups. Differentially expressed genes were subjected to gene ontology classification and bioinformatic pathway analyses.

**Results:**

Statistical one-way ANOVA using Benjamini-hochberg multiple testing correction for false discovery rate (FDR) and pairwise comparison of epithelial cells in the ampulla of FP versus LP groups revealed 972 and 597 transcripts up- and down-regulated, respectively (P < 0.05). Within epithelial cells of the isthmus in FP versus LP groups, 946 and 817 transcripts were up- and down-regulated, respectively (P < 0.05). Up-regulated genes from both ampulla and isthmus were found to be largely involved in cholesterol biosynthesis and cell cycle pathways, while down-regulated genes were found in numerous inflammatory response pathways.

**Conclusions:**

Microarray-based transcriptional profiling revealed phase of the cycle-dependent changes in the expression of mRNA within the epithelium of the oviducts’ ampulla and isthmus.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12958-015-0077-1) contains supplementary material, which is available to authorized users.

## Background

Reproductive success depends on a functional oviduct for gamete storage and maturation, fertilization, and early embryonic development. Ovarian-derived steroids are well known regulators of oviductal function. Both estrogen and the progesterone receptors are abundant in the bovine oviducts’ mucosal epithelium [1–6], yet our understanding of how the steroidal environment affects the ability of the oviduct to function remains only partially understood. Maturation of gametes and breeding will occur in an estrogen dominant environment, fertilization and early cleavage after the steroidogenic shift and later stages of cleavage and formation of the morula occur within an oviduct exposed to increasing concentrations of circulating progesterone. Increasing our understanding of the steroidal control of oviductal function is critical to the design and implementation of interventions used to manage breeding and the establishment of a pregnancy.

Functionally, the oviduct is divided into two distinct segments; the upper ampulla situated immediately below the ovarian bursa and infundibulum, and the lower isthmus which spans the interval from the ampulla to the uterus. The epithelial mucosa within these two sections consists of ciliated and secretory simple columnar epithelial cells [7], the ratio of which is regulated by steroid hormones [8, 9]. Steroidal regulation of processes that facilitate sperm binding [10], sperm release [11], capacitation [12] and hyperactivation [13] are all established in the literature. Epithelial cells are also an active site of biosynthesis and secretion. A 3- to 5-fold increase in the rate of oviductal secretions can be expected around the time of estrus [14] and amino acids including glycine, glutamate, aspartate, alanine and lysine are all found in higher concentrations in oviductal fluid than in peripheral plasma [15]. Overall, steroid-regulated epithelial cell secretions can be considered an important mediator of the microenvironment that facilitates gamete and zygote health and early development.

While major efforts have been directed at investigating the ovary and uterus at the transcriptional level [16–18], less extensive investigation has been directed towards the oviduct. Suppressive subtractive hybridization was used in the detailed study of Bauersachs et al., [19], in which changes in gene expression within the oviductal epithelium were determined in heifers killed on the morning of estrus or 12 days thereafter; our report expanding on their analysis with the use of more current transcriptomal profiling technologies and the determination of spatial differences between the ampulla and the isthmus.

The objective of this descriptive study was therefore to determine global oviductal epithelial cell gene expression profiles during the follicular and luteal phases of the estrous cycle. Specifically, microarray-based transcriptional profiling was used to identify spatial and phase of the cycle-dependent changes in mRNA expression in epithelial cells isolated from the ampulla and isthmus, with the overall goals of increasing our understanding of epithelial processes and identifying novel genes that may be identified as key regulators of fertility in the future. Our results must be interpreted, however, with the knowledge that this analysis does not extract potential spatial (isthmus to ampulla and *visa versa*) signaling mechanisms that could affect oviductal epithelial cell gene expression profiles independent to phase of the estrous cycle. Given the size of the dataset generated by this analysis, our approach to this descriptive study is not to provide a detailed discussion of genes or processes affected by phase of the estrous cycle, but to summarize the results generated, provide our bioinformatic analyses (as Tables and Supplemental Tables) and make available our data for further analysis by others. The microarray raw data (*.cel files) collected with the GCOS software, plus the RMA-normalized and log2 transformed transcript data (Park Genomics Suite [20]), have been deposited into the Gene Expression Omnibus (National Center for Biotechnology Information, http://www.ncbi.nlm.nih.gov/geo) as accession number GSE63969.

## Methods

### Animals and tissue collection

Animal procedures involved in this study were approved by the University of Kentucky Animal Care and Use Committee. Six normally cycling Angus heifers were used and at least one spontaneous ovulation was observed in each animal prior to being included in the study. All animals were monitored for behavioral estrus (Day 0) and examined a minimum of every other day by trans-rectal ultrasonography throughout the study period, as described before [21, 22]. After ovulation was confirmed, heifers were assigned to either luteal phase (LP) or follicular phase (FP) treatment groups. Heifers in the LP group (*n* = 3) were killed between day 11 and 12 after estrus. The rationale for collection of LP oviducts on Day 11 or 12 post-estrus was to collect samples under a stable, high progestogenic environment, at a time when the oviduct is undergoing progesterone-dependent remodeling and repair. Heifers in the FP group (*n* = 3) were treated with 25 mg PGF_2α_ (Lutalyse, Pfizer, New York, NY) at 8 pm on day 6 after estrus and killed 36 h later. This is an established protocol in which the dominant follicle of the first follicular wave of the estrous cycle is induced to differentiate into a preovulatory follicle [21–24]. The diameter of the preovulatory follicle (FP group) and the corpus luteum (LP group) prior to retrieval of the tissues was 14.6 +/− 1.0 mm and 21.5 +/− 0.8 mm, respectively. Stage of the cycle was confirmed by visual appearance of the ovaries collected at slaughter.

Heifers were killed by stunning with a captive-bolt pistol and exsanguinated in the Department of Animal and Food Sciences’ USDA approved Meat Science Lab. Immediately after exsanguination, the oviduct ipsilateral to the corpus luteum (LP group) or preovulatory follicle (FP group) was dissected free from surrounding connective tissue. Epithelial cells were isolated from small sections of the ampulla and isthmus by using a well-established technique for the collection of bovine oviductal epithelial cells [25–27]. Briefly, sections of ampulla and isthmus were gently squeezed with fine forceps under a dissecting microscope to separate epithelial cells from residual stroma. Epithelial cells were briefly centrifuged to form a pellet and then snap-frozen in liquid N_2_ for later extraction of RNA. Small sections of the ampulla and isthmus were also fixed for 24 h in Bouin’s fixative (Sigma-Aldrich, St. Louis, MO) then processed, sectioned and stained by the University of Kentucky Imaging Facility. Tissues were processed through an ascending series of graded ethyl alcohols, xylene and paraffin then embedded in paraffin. Embedded tissues were sectioned on a microtome at 5 μm, floated on to SuperFrost Plus slides then heat-fixed for a minimum of 2 h at 48 °C on a slide warmer. Hematoxylin and Eosin staining was performed using a ThermoShandon GLX Slide Stainer with Hematoxylin (EKI hematoxylin solution Gills III) and Eosin Y.

### RNA Extraction and analysis

Epithelial cells were isolated from the ampulla and isthmus of the oviduct ispilateral to the ovary bearing the preovulatory follicle (FP group) or the corpus luteum (LP group). Total RNA was extracted from each sample of epithelial cells using TRIzol reagent (Invitrogen Corporation, Carlsbad, CA, USA) and purified with RNeasy columns (QIAGEN, Valencia, CA) according to the manufacturer’s instructions. RNA quality was analyzed by determining the RNA integrity number (RIN) using an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA) at the University of Kentucky Microarray Core Facility. RNA integrity numbers were greater than 9.2 and 28S/18S rRNA absorbance ratios greater than 1.5 for all samples. RNA concentration was then determined via spectrophotometry using a NanoDrop 2000 (Thermo Fischer Scienctific-NanoDrop products, Wilmington, DE, USA). Spectrophotometry results revealed 260/280 absorbance ratios greater than 1.95 and 260/230 absorbance ratios greater than 1.5 for all samples.

### Microarray analysis

The Bovine gene 1.0 ST array (GeneChip; Affymetrix, Inc., Santa Clara, CA) was used. Microarray analysis was conducted according to the manufacturer’s instructions at the University of Kentucky Microarray Core Facility, as described before [28, 29]. Briefly, RNA (3 μg/sample) was reverse transcribed to cDNA using primers containing T7 RNA polymerase, so that the resulting cDNA contained the T7 sequence. In-vitro transcription was then used for the preparation and labeling of cRNA. The biotinylated cRNA were further fragmented and used as probes to hybridize the GeneChips in the GeneChip Hybridization Oven 640, using 1 chip per RNA sample. The raw expression intensity values generated by microarray hybridization were imported into Partek Genomics Suite 6.6 (Partek Inc., St. Louis, MO). Robust Multiarray Analysis algorithm, quantile normalization, and Median Polish were applied for GeneChip background correction, log base_2_ transformation, conversion of expression values and probeset summarization [30, 31]. Transcripts were annotated using NetAffx annotation database for the Bovine gene 1.0 ST array and last updated in June 2014.

After data were processed for background adjustment, normalization and log_2_ transformed, quality of data was assessed using light intensity expression values on a per chip and per gene basis. For statistical analysis, Partek Genomics Suite 6.6 (Partek Inc.) was used to complete an *F*-test on least-square means to determine significance of each transcript in each comparison. Benjamini-hochberg multiple testing correction for false discovery rate (FDR) was applied and significance set to FDR adjusted P-value < 0.05. A post-hoc pairwise comparison of FP compared to LP epithelial cells from the ampulla and isthmus was completed using Fisher’s Least Significant Difference (LSD) to determine which means differed [32, 33]. Only transcripts with a fold-change value of ≥ 1.5 were included in the results. The raw data (*.cel files), plus the RMA-normalized and log_2_ transformed transcript data (Park Genomics Suite [31], have been deposited into the Gene Expression Omnibus (National Center for Biotechnology Information [34]) as accession number GSE63969 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE63969).

### Real-time RT-PCR analysis

Real-time RT-PCR was performed using RNA samples from each tissue and phase of the estrous cycle to determine the expression of mRNA for neurotensin (NTS), binder of sperm 3 (BSP3), lactate dehydrogenase A (LDHA), cyclin D2 (CCND2), early growth response 1 (EGR1) and hydroxysteroid (17β) dehydrogenase 7 (HSD17B7) using an Eppendorf Mastercycler ep *realplex*^2^ system (Eppendorf, Hamburg, Germany) with iQ SYBR Green Supermix (Bio-RAD, Hercules, CA), as described before [29]. Additional validation of the Bovine gene 1.0 ST array has been reported by our laboratory [35]. The following oligonucleotide primer pairs (5’ to 3’) were used: NTS, F: GTG TGG AAA TGT GAC AGA GCA C and R: GGT AGG CTA GAC TTT GCG GT; BSP3, F: ATT CCT GTG GTG TTC CCT CG and R: GCT CAG AGC ATC ACC TTT GC; LDHA, F: CCA ACA TGG CAG CCT TTT CC and R: ACC GCT TTC CAC TGT TCC TT; CCND2, F: CCG ACA ACT CCA TCA AGC CT and R: TGA AGT AGT GGC GCA CAG AG; EGR1, F: AGA AAG TTT GCC AGG AGC GA and R: GGA GGG ACG GAG GAG TAT GT; HSD17B7, F: ACA GCT GAA GGA CTG CTG AC and R: CCA GAC AGT GCT TCT GTT CCA; and 18S, F: CGG GGA GGT AGT GAC GAA A and R: CCG CTC CCA AGA TCC AAC TA.

Briefly, cDNA was synthesized using the SuperScript III 1^st^ Strand Synthesis System (Invitrogen), with 0.5 μg of RNA used for each reverse transcription reaction. Real-time RT-PCR was performed with a total volume of 25 μL per reaction, with each reaction containing 5 μL of cDNA, 1 μL of a 10 μM stock of each primer (forward and reverse), 12.5 μL of 2× SYBR Green PCR Master Mix, and 5.5 μL of nuclease-free water. The typical dissociation curves of these cDNA, plus 18S as the housekeeping gene was confirmed. RT-PCR reactions were run in triplicate and gene expression was analyzed by the 2^ΔΔ^CT method [36].

### Gene ontology and pathway analysis

Differentially expressed transcripts were interrogated for their gene ontology classes using Partek Genomics Suite 6.6 (Partek Inc.). Partek derives biological processes, molecular functions and cellular components from geneontology.org and/or the affymetrix database. GO hierarchies leads to division of the gene list into significant classifications using Fischer’s exact test-right tailed. When the observed number of genes in a GO category is greater than expected, the GO category is enriched. Pathway analysis was completed by importing differentially expressed transcripts into QIAGEN’S Ingenuity Pathway Analysis (IPA, QIAGEN, Redwood City, CA, USA, www.qiagen.com/ingenuity). Ingenuity Pathway Analysis uses data from multiple databases to extrapolate significant pathways and Fischer’s exact test was used to determine significant pathways. Significance was set to P-value < 0.05.

## Results and discussion

### Real-time RT- PCR analysis of selected transcripts

The effect of stage of the estrous cycle and tissue on the expression of mRNA for NTS, BSP3, LDHA, CCND2, EGR1 and HSD17B7 was performed by real-time RT-PCR. A comparison of the results obtained by RT-PCR and microarray analysis is described in Table 1 as a validation of the microarray platform. Additional validation of this Bovine gene 1.0 ST array by real-time RT-PCR performed within our laboratory has been reported. 

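Within epithelial cells of the ampulla in the FP versus the LP groups, the microarray signal of lactate dehydrogenase A (LDHA), a glycolytic enzyme, was 6.78 ± 0.25 against 6.94 ± 0.17, a log2 difference of -0.16 (SE 0.27, adjusted p = 0.763). The paper's Table 1 instead gives a 2.22-fold rise of LDHA in the ampulla on the arrays, and a rise by RT-PCR. No alternative setting came to that side, and a difference in the probeset was not tested. In the isthmus, LDHA rose by 0.93 (SE 0.27, adjusted p = 0.039), a call that ended without any 1 of the 3 FP heifers or without LP replicate 2 or 3 (adjusted p up to 0.145). Cyclin D2 (CCND2), which drives entry into the cell cycle, had a log2 difference of 0.31 (SE 0.28, adjusted p = 0.519) in the ampulla and rose by 1.32 (SE 0.28, adjusted p = 0.00928) in the isthmus, where the call ended without FP replicate 2 or 3 (adjusted p up to 0.0523). Hydroxysteroid 17-beta dehydrogenase 7 (HSD17B7), which acts on estrone and on a sterol intermediate, had log2 differences of 0.03 (adjusted p = 0.932) in the ampulla and -0.20 (adjusted p = 0.419) in the isthmus, both with an SE of 0.14. The transcription factor EGR1 fell by 2.58 within the isthmus (SE 0.79, adjusted p = 0.0479), from 9.16 ± 1.24 in the LP to 6.58 ± 0.30 in the FP. That EGR1 call ended without any 1 of the 3 FP heifers and without LP replicate 1 or 3 (adjusted p up to 0.157).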

Overall, RT-PCR revealed the same directional trends in gene expression as microarray analysis, with the magnitude of these changes typically lower after analysis using the microarray platform (ratio compression phenomena), as described by others [37]. For example, the expression of mRNA for NTS was found to increase by 32.4- and 150-fold within epithelial cells of the ampulla, and 21.6- and 88-fold within the epithelial cells of the isthmus, in the FP versus the LP groups by microarray analysis and real-time RT-PCR, respectively.

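Neurotensin (NTS), a peptide hormone and smooth muscle stimulant, rose by 5.35 on the log2 scale within epithelial cells of the ampulla (SE 0.52, adjusted p = 0.000147), a 40.8-fold increase in the FP versus the LP groups on the microarrays. Within the isthmus NTS rose by 4.67 (SE 0.52, adjusted p = 0.000373), a 25.4-fold increase. The LP signal of NTS lay at the lower quartile of the arrays (5.68 to 5.82) in the ampulla (5.71) and under it in the isthmus (5.39), so the sizes of these increases are uncertain. The difference between the tissues was -0.68 and did not pass the test (adjusted p = 0.83 for the interaction). Both calls held without each of the 6 heifers in turn, with adjusted p up to 0.00231 in the ampulla and 0.00498 in the isthmus, where the difference was 4.04 without FP replicate 1. NTS was read on 1 probeset (12856728), and no RT-PCR value is among the deposited data.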

**Table 1:** Comparison of gene expression for selected mRNAs by microarray and real-time RT-PCR

Ampulla:	Microarray		Real-time RT-PCR					
Gene Symbol	FP vs. LP	FP vs. LP	FP Mean	SEM	LP Mean	SEM	Fold-Change	*P*-value
	Fold-Change	*P*-value						
NTS	32.44	<0.001	1.05	0.12	0.007	0.001	150	<0.001
BSP3	−1.09	0.794	ND					
LDHA	2.22	<0.001	1.13	0.20	0.43	0.10	2.63	0.002
CCND2	1.23	0.352	1.19	0.21	0.91	0.12	1.31	0.273
EGR1	−9.13	0.005	1.19	0.23	111.9	34.2	−94	<.001
HSD17B7	1.03	0.762	1.07	0.21	0.86	0.12	1.24	0.361
Isthmus:	Microarray		Real-time RT-PCR					
Gene Symbol	FP vs. LP	FP vs. LP	FP Mean	SEM	LP Mean	SEM	Fold-Change	*P*-value
	Fold-Change	*P*-value						
NTS	21.57	<0.001	1.51	0.47	0.017	0.008	88	<0.001
BSP3	−7.57561	<0.001	1.91	0.74	30.47	11.39	−16	0.013
LDHA	2.33775	<0.001	1.05	0.12	0.29	0.08	3.64	<0.001
CCND2	2.36116	0.003	1.09	0.18	0.80	0.17	1.38	0.238
EGR1	5.35334	0.019	1.07	0.13	108.4	35.2	−101	<0.001
HSD17B7	−1.13469	0.271	1.05	0.12	1.76	0.36	−1.67	0.251

For statistical analysis of the microarray dataset, an F-test on least-square means was used to determine significance of each transcript in each comparison. Benjamini-hochberg multiple testing correction for false discovery rate (FDR) was applied and significance set to FDR adjusted P-value < 0.05. A post-hoc pairwise comparison of FP compared to LP epithelial cells was completed using Fisher’s Least Significant Difference (LSD) to determine which means differed

NTS: neurotensin, BSP3: binder of sperm 3, LDHA: lactate dehydrogenase A, CCND2: cyclin D2, EGR1: early growth response 1, HSD17B7: hydroxysteroid (17β) dehydrogenase 7

For the analysis of gene expression by real-time RT-PCR, mean level of expression and SEM are indicated for FP and LP epithelial cells of the ampulla and isthmus, as well as fold change in relative expression (FP vs. LP). For statistical analysis of relative gene expression by real-time RT-PCR, P-values to determine the significance of each transcript were determined using the Student’s *t*-test

ND: Not detectable by real-time RT-PCR

### Microarray quality control and principal component analysis

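The median log2 signal of the 12 arrays ranged from 7.33 to 7.40 and the mean from 7.43 to 7.46. The lower quartile of an array ranged from 5.68 to 5.82 and the upper quartile from 9.18 to 9.26. The lowest signal of an array lay between 1.75 and 2.04 and the highest between 14.51 and 14.56. These signals had already been through the quantile normalization of the authors, which makes the distributions of arrays alike. The correlation across probesets between replicate heifers, for which probesets are not independent replicates, ranged from 0.9887 to 0.9900 in the FP ampulla and from 0.9860 to 0.9880 in the LP ampulla. In the isthmus it ranged from 0.9862 to 0.9898 in the FP and from 0.9841 to 0.9849 in the LP.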

Box plots revealed mean intensity values were similar across all chips and overlapping histograms indicated the frequency of transcripts at specific intensity values for each chip were similar (Additional file 1: Figure S2 and Additional file 2: Figure S2). Quantification of signal intensity to noise revealed that spatial location and phase of the cycle, not error, accounted for the variation within the data set (mean F Ratio for attribute = 30.78, versus mean F value for error = 1.0). 

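Across the 26773 probesets, the F ratio for the 4 groups had a mean of 7.95 and a median of 2.85, while the error term is 1 by construction. The phase of the cycle had a mean F ratio of 13.80 (median 2.55), the spatial location 7.99 (median 1.79) and their interaction 2.06 (median 0.69). The mean square between groups, averaged over probesets, was 4.93 times that of the error. An adjusted p under 0.05 for a difference among the 4 groups was reached by 7947 probesets.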

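On the axis that separated the phases most (PC1), the FP arrays scored 106.9 ± 15.8 for the ampulla and 41.1 ± 12.9 for the isthmus (SD, n = 3 heifers each). The LP arrays scored -35.7 ± 15.6 for the ampulla and -112.3 ± 11.0 for the isthmus on the same axis. Within each tissue, the distance between the phases was several times the spread among heifers. On the next axis (PC2) the isthmus scored 69.8 ± 35.4 in the FP and 40.7 ± 14.6 in the LP, and the ampulla -14.4 ± 20.1 in the FP and -96.0 ± 18.5 in the LP. The components were computed on the probesets after each was centred and scaled to unit variance.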

Consistent with this, principal component analysis (PCA), which allows for the visualization of patterns through the distribution of samples to highlight similarities and differences [31], revealed clear differences between LP and FP groups, as well as tissue-specific differences within the same phase of the estrous cycle (Fig. 1). Total variance (55.5 %) is the cumulative percent of variance accounted for in our datasets based upon eigenvector multivariate analysis. PC#1 (x-axis, 28 %) indicates that the largest proportion of variability is due to phase of the estrous cycle. 

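PC1 held 28.04% of the variance. Of its sum of squares, 79.6% lay between the phases, 18.4% between the tissues and 1.9% within the 4 groups. Averaged over the tissues of a heifer, the FP scores were 148.0 above the LP scores (two-sided exact permutation test over 6 heifers, p = 0.1, the smallest p that 3 against 3 allow). PC1, PC2 and PC3 together held 55.46%.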

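The isthmus scored above the ampulla on PC2 in 6 of 6 heifers, by 110.4 on average (two-sided exact permutation test by sign flips within heifers, p = 0.03125, the smallest p that 6 pairs allow). PC2 held 17.75% of the variance, with 70.0% of its sum of squares between the tissues and 17.6% between the phases.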

PC#2 (y-axis, 17.8 %) indicates variability between the ampulla and isthmus. PC#3 (z-axis, 9.7 %) indicates the variability between phase of the estrous cycle and tissues.

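PC3 held 9.67% of the variance. Of its sum of squares, 27.2% went to the interaction of phase and tissue and 72.4% to differences among heifers within the 4 groups. Its mean scores were -23.0 ± 44.5 in the FP ampulla, 21.6 ± 31.6 in the LP ampulla, 29.1 ± 59.8 in the FP isthmus and -27.8 ± 61.3 in the LP isthmus (SD, n = 3). Each difference between these means was within the summed spreads of its groups.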

**Fig. 1:**
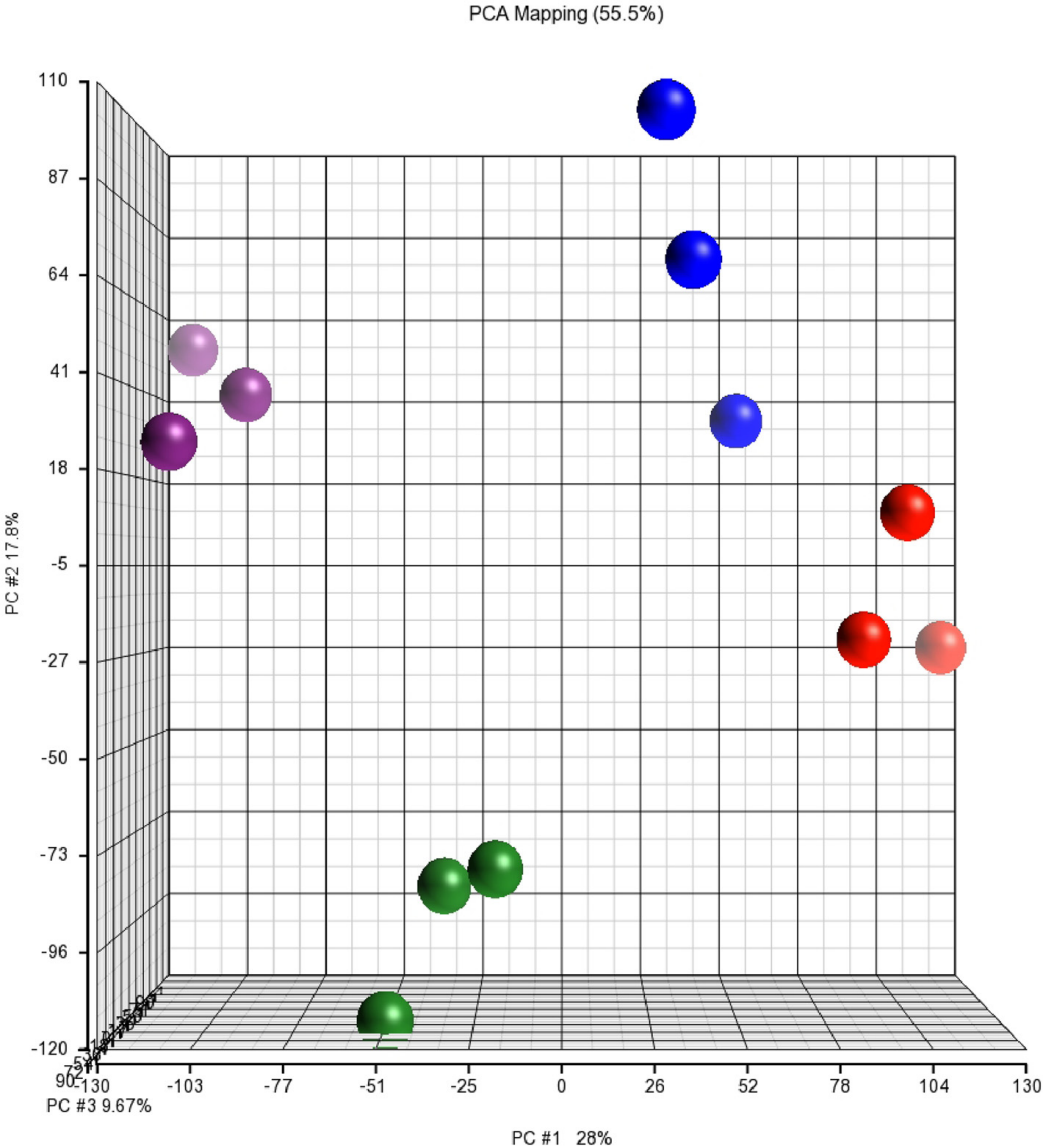
Principal component analysis of microarray transcriptome results of epithelial cells from the ampulla and isthmus taken from heifers killed in the follicular phase (FP) and luteal phase (LP) of the estrous cycle. Red: FP ampulla, Blue: FP isthmus, Green: LP ampulla, Purple: LP isthmus. Each Bovine 1.0 ST array includes 26,775 probesets

### Pairwise comparisons

It is well known that function of the mammalian oviduct is influenced by estradiol and progesterone, with previous studies confirming the presence of mRNA and protein for estrogen receptor alpha (ERα) and beta (ERβ) as well as the nuclear and membrane progesterone receptors (PR, PGRMC1, PGRMC2) within this organ [6, 38]. After chip normalization, a statistical one-way ANOVA and pairwise comparison (LSD test) of gene expression in epithelial cells of the ampulla and isthmus in the FP and LP groups was performed to generate a list of 2374 differentially expressed genes (DEGs). 

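Epithelial cells squeezed from the ampulla and the isthmus of the oviducts of 6 heifers, 3 in the FP and 3 in the LP, gave 12 RNA samples. Each RNA sample was hybridized to 1 Bovine Gene 1.0 ST array, so that each of the 4 groups held 3 arrays. The authors corrected the background, applied quantile normalization, took log2 values and summarized the probes of each probeset by median polish (RMA). Their deposited log2 signals cover 26773 probesets, of which 18457 carry 1 gene symbol, 688 carry several and 7628 carry none. The 18457 probesets stand for 18010 genes, and a gene with more than 1 probeset was read on the probeset with the highest mean signal. A limma model with a mean for each of the 4 groups was fitted over the 12 arrays, and p-values were adjusted by the Benjamini-Hochberg method over all probesets. A probeset was taken as a DEG at an adjusted p under 0.05 with a fold change of at least 1.5, the thresholds the study states. Differences are FP minus LP on the log2 scale, with the standard error (SE) and the adjusted p from limma, and signals are means ± SD of 3 heifers. Lists of genes for processes and cell types were set before the deposited values were examined. They were tested with camera for a shift of the whole list against all other genes, with p-values adjusted over the lists. When the 6 heifers were split in other ways, 14 to 34 of the 72 shift tests also passed. A small adjusted p of a shift is therefore weak evidence when taken alone. Many of the lists cover processes that the paper reports for these same samples. The ovarian cancer and Table S6 lists hold genes that the study chose on them. Tests of such lists are therefore not independent of the paper's results. For each list, the members counted as higher or lower passed as DEGs. The number of arrays limits the precision, and each call was also tried without each of the 6 heifers in turn.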

Table 2 indicates the number of DEGs in each pairwise comparison. 

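Prion-like protein doppel (PRND) rose by 4.53 (SE 0.44, adjusted p = 0.000157) within epithelial cells of the ampulla and by 3.74 (SE 0.44, adjusted p = 0.000532) within those of the isthmus in the FP versus the LP groups. The glucose transporter SLC2A10 rose by 3.54 (SE 0.21, adjusted p = 9.47e-06) in the ampulla and by 3.01 (adjusted p = 4.62e-05) in the isthmus. ZBTB16, a transcription factor induced by progesterone in other tissues, fell by 2.35 (SE 0.43, adjusted p = 0.00486) in the ampulla and by 2.52 (adjusted p = 0.00317) in the isthmus. These 6 calls held without each of the heifers in turn, with 3.07 for PRND in the isthmus without FP replicate 3. In all, 2094 probesets passed as DEGs in the ampulla, 1190 higher and 904 lower in the FP, and 2259 passed in the isthmus, 1178 higher and 1081 lower. Read as genes with 1 symbol, these were 990 higher and 656 lower in the ampulla, and 957 higher and 826 lower in the isthmus. Leaving out 1 heifer gave between 1483 (without FP replicate 2) and 2149 DEGs in the ampulla, and between 1764 and 2146 in the isthmus.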

As expected, there were a large number of DEGs identified by FP (1563 DEGs) and LP (1758 DEGs) pairwise comparisons. Among these DEGs, 947 DEGs overlapped between contrasts (Fig. 2). 

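The cystine transporter SLC7A11 was among the DEGs of both tissues, with increases of 2.74 (SE 0.34, adjusted p = 0.000654) within the ampulla and 3.32 (SE 0.34, adjusted p = 0.000298) within the isthmus in the FP versus the LP groups. Toll-like receptor 1 (TLR1) was lower in both, by -1.05 (SE 0.16, adjusted p = 0.00204) and -0.95 (SE 0.16, adjusted p = 0.00317). In total, 1068 probesets passed in both tissues, of which 671 were higher in both, 390 were lower in both and 7 went opposite ways. Independent lists of these sizes would share 52.4 higher and 36.5 lower probesets, but both tissues came from the same 6 heifers. One of the 7 was doublecortin-like kinase 2 (DCLK2), which fell by 0.66 in the ampulla (adjusted p = 0.0129) and rose by 0.68 in the isthmus (adjusted p = 0.0112), with an SE of 0.15 in each. The difference between the tissues for DCLK2 had an adjusted p of 0.0472 for the interaction and 0.2 with heifer as a block. Its calls ended without FP replicate 2 or 3 or LP replicate 2 or 3 in the ampulla (adjusted p up to 0.0666), and without FP replicate 2 or LP replicate 2 in the isthmus (adjusted p up to 0.0622).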

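The kinase scaffold KSR2 fell by 3.34 within epithelial cells of the isthmus in the FP versus the LP groups (SE 0.25, adjusted p = 6.51e-05), against a log2 difference of -0.39 (adjusted p = 0.346) within the ampulla. For KSR2 the difference between the tissues was -2.95 (adjusted p = 0.0154 for the interaction and 0.00286 with heifer as a block). The lectin CLEC3A rose by 3.39 in the isthmus (SE 0.29, adjusted p = 0.000101), with -0.09 (adjusted p = 0.882) in the ampulla and a difference of 3.48 (adjusted p = 0.0154 for the interaction, 0.0208 with the block). LOC407163 rose by 3.74 in the ampulla (SE 0.32, adjusted p = 7.53e-05), with 0.19 (adjusted p = 0.76) in the isthmus and a difference of -3.55 (adjusted p = 0.021 for the interaction, 0.11 with the block). The interaction ended without any 1 of the FP heifers for KSR2 (adjusted p up to 0.145), without FP replicate 2 or LP replicate 2 for CLEC3A (up to 0.145), and without FP replicate 1 or 2 or LP replicate 2 or 3 for LOC407163 (up to 0.204). By thresholds alone, 1026 probesets passed in the ampulla and not in the isthmus, and 1191 in the isthmus and not in the ampulla. In the other tissue, 90.5% of the first and 86.3% of the second had a difference of the same sign. The limma test of the interaction itself called 41 probesets, 10 of the 1026 and 22 of the 1191 among them, and 19 with heifer as a fixed and 59 as a random block (2606 at an unadjusted p under 0.05). Its count was 4, 0 and 2 without FP replicates 1, 2 and 3, and 141, 4 and 20 without LP replicates 1, 2 and 3.

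**Figure D1:**
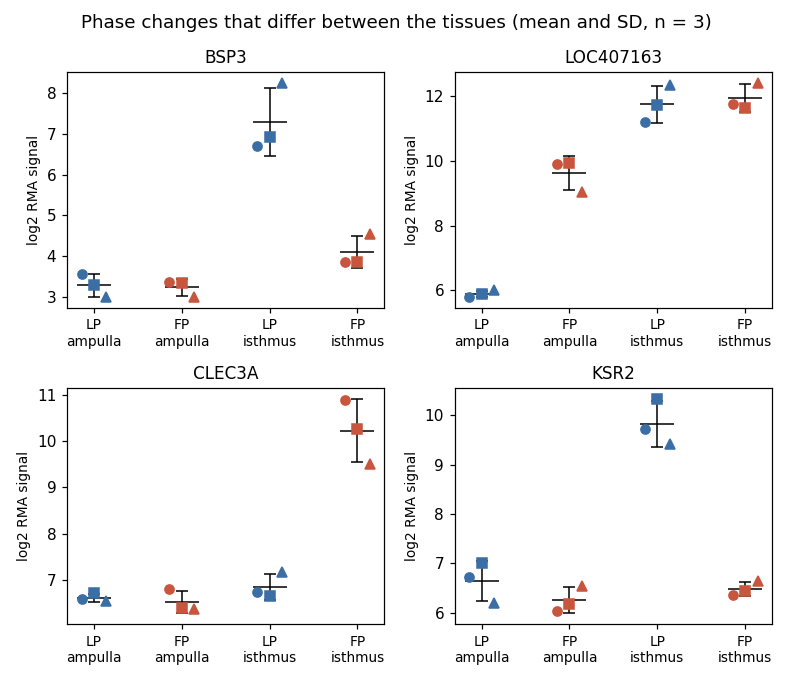
Log2 RMA signal (y axis) of BSP3, LOC407163, CLEC3A and KSR2 on each of the 12 arrays by phase and tissue, LP in blue and FP in red, with circles, squares and triangles for replicates 1, 2 and 3 and bars for the mean ± SD (n = 3). CLEC3A is at 10.24 ± 0.69 in the FP isthmus against 6.84 ± 0.28 in the LP isthmus, while both ampulla groups lie near the latter.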

By pairwise comparison, 616 DEGs were exclusive to the ampulla and 811 DEGs were exclusive to the isthmus. The complete list of these transcripts is provided in Additional file 3: Table S1 (DEGs exclusive to the ampulla or isthmus) and Additional file 4: Table S2 (DEGs in common among the ampulla and isthmus).

**Table 2:** Number of differentially expressed genes (DEGs) in epithelial cells of the ampulla and isthmus between follicular and luteal phase groups (FDR adjusted P < 0.05)

Parameter	DEGs	Up-regulated	Down-regulated
FP vs. LP (Ampulla)	1563	968 (62 %)	595 (38 %)
FP vs. LP (Isthmus)	1758	943 (54 %)	815 (46 %)

Heifers in the follicular phase group (*n* = 3) were treated with 25 mg PGF2_α_ at 8 pm on Day 6 of the estrous cycle and killed 36 h later. Heifers in the luteal phase group (*n* = 3) were killed on Day 11 or 12 of the estrous cycle. For statistical analysis, an F-test on least-square means was used to determine significance of each transcript in each comparison. Benjamini-hochberg multiple testing correction for false discovery rate (FDR) was applied and significance set to FDR adjusted *P*-value < 0.05

**Fig. 2:**
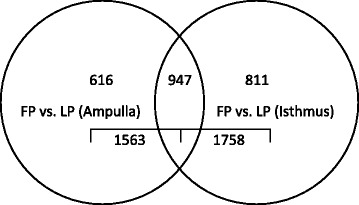
Venn diagram depicting the number of differentially expressed genes in follicular phase versus luteal phase epithelial cells from the ampulla and isthmus (FDR adjusted *P* < 0.05)

### DEGs in epithelial cells of the ampulla

The ampulla is situated immediately below the ovarian bursa and infundibulum and is the site of fertilization. Histological evaluations have shown the ampulla to have an elaborate, extensively folded epithelial layer adjacent to a thin layer of smooth muscle (Fig. 3a). Evaluation of the oviducts of cattle [14, 39, 40] confirm that this is a dynamic tissue with multiple, ongoing biological processes that include cell proliferation [7] and tissue remodeling [41]. The most highly up- and down-regulated DEGs within epithelial cells of the ampulla in FP versus LP groups are provided as Table 3.

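CDC20B, which lies on chromosome 20 of ARS-UCD2.0 from 23937334 to 24070982, rose by 4.44 within epithelial cells of the ampulla in the FP versus the LP groups (SE 0.45, adjusted p = 0.000191). Its signal was 9.16 ± 0.77 in the FP and 4.73 ± 0.21 in the LP. The probeset named for the microRNA MIR449C, which is encoded inside CDC20B from 23941699 to 23941804 and acts in the formation of cilia, rose by 3.38 (SE 0.39, adjusted p = 0.000407). Whether it reads the mature microRNA, its precursor or the transcript of CDC20B was not tested. The lysophospholipid transporter MFSD2A rose by 2.97 (SE 0.25, adjusted p = 6.45e-05) and CABS1 by 2.99 (SE 0.36, adjusted p = 0.000485). The LP signals of CDC20B, MIR449C (4.71) and CABS1 (4.85) lay under the lower quartile of the arrays (5.68 to 5.82), so the sizes of their increases are uncertain. The epithelial keratin KRT23 rose by 3.19 (SE 0.75, adjusted p = 0.0157), a call that ended without any 1 of the FP heifers or LP replicate 3 (adjusted p up to 0.0696). Among the lower DEGs, the GABA receptor subunit GABRP fell by 2.92 (SE 0.28, adjusted p = 0.000145), from 9.09 ± 0.37 to 6.17 ± 0.54. The probeset named for the microRNA MIR29C fell by 1.83 (SE 0.34, adjusted p = 0.00543) and pyruvate dehydrogenase kinase PDK4 by 2.12 (SE 0.38, adjusted p = 0.00448). Except for KRT23, each of these calls held without each heifer in turn.

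**Figure D2:**
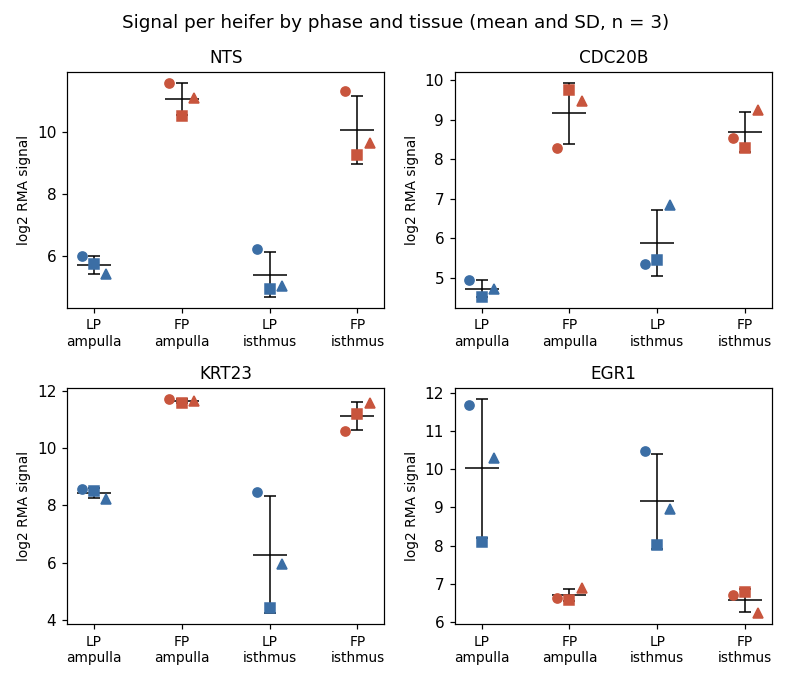
Log2 RMA signal (y axis) of NTS, CDC20B, KRT23 and EGR1 on each of the 12 arrays by phase and tissue, LP in blue and FP in red, with circles, squares and triangles for replicates 1, 2 and 3 and bars for the mean ± SD (n = 3). The 3 FP values of CDC20B lie above the 3 LP values in both tissues.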

**Fig. 3:**
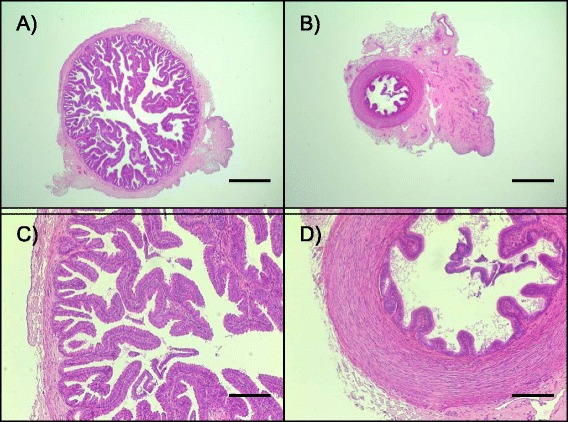
Representative images of the ampulla (**a**,**c**) and isthmus (**b**,**d**) of the bovine oviduct. Scale bar: A,B = 1000 μm; C,D = 250 μm. Images are from one heifer collected during the follicular phase of the estrous cycle. Sections were stained with hematoxylin and eosin

**Table 3:** Most highly up- and down-regulated DEGs within epithelial cells of the ampulla in follicular versus luteal phase groups (FDR adjusted *P* < 0.05)

Gene Symbol	Gene description	*P*-value	Fold-Change
NTS	Neurotensin	<0.001	32.44
PRND	prion protein 2 (dublet)	<0.001	18.30
CDC20B	cell division cycle 20 homolog B (S. cerevisiae)	<0.001	17.49
bTrappin-5	trappin 5	<0.001	11.14
TMEM45A	transmembrane protein 45A	0.004	10.69
CRELD2	cysteine-rich with EGF-like domains 2	<0.001	9.98
SLC2A10	solute carrier family 2 (facilitated glucose transporter), member 10	<0.001	9.54
SDF2L1	stromal cell-derived factor 2-like 1	<0.001	9.29
MIR449C	microRNA mir-449c	<0.001	9.20
KRT23	keratin 23 (histone deacetylase inducible)	0.004	8.40
DNAJB11	DnaJ (Hsp40) homolog, subfamily B, member 11	<0.001	6.92
MANF	mesencephalic astrocyte-derived neurotrophic factor	<0.001	6.90
MFSD2A	major facilitator superfamily domain containing 2A	<0.001	6.70
CLPH	calcium-binding protein, spermatid-specific 1 (CABS1)	<0.001	6.61
PLA2G4D	phospholipase A2, group IVD (cytosolic)	<0.001	6.61
CBLN4	cerebellin 4 precursor	<0.001	6.57
SERPINE3	serpin peptidase inhibitor, clade E (nexin, plasminogen activator inhibitor type 1), member 3	<0.001	6.54
RRM2	ribonucleotide reductase M2	<0.001	6.52
H4	histone H4	<0.001	6.30
INSIG1	insulin induced gene 1	<0.001	6.21
Gene Symbol	Gene Description	*P*-value	Fold-Change
EGR1	early growth response 1	0.005	−9.13
FOS	FBJ murine osteosarcoma viral oncogene homolog	0.002	−8.55
VCAM1	vascular cell adhesion molecule 1	<0.001	−7.11
GABRP	gamma-aminobutyric acid (GABA) A receptor, pi	<0.001	−6.76
GPR174	G protein-coupled receptor 174	0.003	−5.15
ZBTB16	zinc finger and BTB domain containing 16	0.001	−4.62
BMP4	bone morphogenetic protein 4	0.001	−4.44
LOC777601	uncharacterized LOC777601	<0.001	−4.37
FIGF	c-fos induced growth factor (vascular endothelial growth factor D)	<0.001	−4.12
KLRK1	killer cell lectin-like receptor subfamily K, member 1	0.003	−4.09
PDK4	pyruvate dehydrogenase kinase, isozyme 4	0.001	−3.93
LOC100297676	C-type lectin domain family 2 member G-like	0.003	−3.78
LOC100337183	contactin associated protein-like 3-like	0.008	−3.71
LOC768255	GTPase, IMAP family member 4-like	0.001	−3.64
TRAT1	T cell receptor associated transmembrane adaptor 1	0.007	−3.48
CAPN6	calpain 6	0.007	−3.48
CAV1	caveolin 1, caveolae protein, 22 kDa	0.005	−3.44
LOC541007	Similar to protein jade-2(PHD finger protein 15) (BT24231-RA)	<0.001	−3.34
CHRDL1	chordin-like 1	0.002	−3.31
MIR29C	microRNA mir-29c	0.001	−3.29

For statistical analysis, an *F*-test on least-square means was used to determine significance of each transcript in each comparison. Benjamini-hochberg multiple testing correction for false discovery rate 2 (FDR) was applied and significance set to FDR adjusted *P*-value < 0.05. A post-hoc pairwise comparison of FP compared to LP epithelial cells from the ampulla was completed using Fisher’s Least Significant Difference (LSD) to determine which means differed

As indicated above, a detailed discussion of the role for individual genes identified by this analysis is not our objective, however examples of consistency among our profiling results and more targeted analyses performed by others is warranted. 

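NTS lies on chromosome 5 of ARS-UCD2.0 from 15532029 to 15543699. Its log2 signal within epithelial cells of the ampulla was 11.06 ± 0.52 in the FP and 5.71 ± 0.29 in the LP (SD, n = 3 heifers). The 3 FP heifers had ampulla signals of 11.57, 10.52 and 11.08 and the 3 LP heifers 6.00, 5.72 and 5.41, a gap far larger than the spread among heifers. In the isthmus the signal of NTS was 10.06 ± 1.09 in the FP and 5.39 ± 0.73 in the LP.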

Of the up-regulated genes, the expression of mRNA for neurotensin (NTS) was found to increase by 32.4-fold within epithelial cells of the ampulla in the FP versus the LP groups. Neurotensin has multiple functions and evidence suggests that NTS plays a role in gamete and embryo transport within the oviduct [42]. Receptors for NTS are expressed on spermatozoa, and increasing NTS administration facilitates sperm protein tyrosine phosphorylation, which is a measure of sperm capacitation [43]. Furthermore, the acrosome reaction is promoted in capacitated spermatozoa in the presence of increasing concentrations of NTS [43], consistent with the increased expression of NTS observed in the follicular phase herein. In contrast to this established role of NTS, and consistent with our objective to identify novel genes that may be revealed as critical mediators of function in the future, the transcription factor early growth response 1 (EGR1) was observed to display the highest fold-change (9.1-fold) among down-regulated genes within epithelial cells of the ampulla in the FP versus the LP groups. 

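The signal of EGR1, on chromosome 7 of ARS-UCD2.0 from 49826725 to 49829568, was 6.70 ± 0.16 in the FP ampulla and 10.03 ± 1.82 in the LP ampulla (SD, n = 3 heifers), and EGR1 fell by 3.33 (SE 0.79, adjusted p = 0.0169). FOS, another immediate early transcription factor, fell by 3.34 within the ampulla (SE 0.63, adjusted p = 0.006), from 9.57 ± 1.52 to 6.23 ± 0.15. The spread of both among the LP heifers was several times that among the FP heifers. The call of FOS held without each heifer in turn, with a difference of -4.21 without LP replicate 2, while that of EGR1 ended without any 1 of the FP heifers or LP replicate 3 (adjusted p up to 0.0797), and its difference was -2.49 without LP replicate 1 and -4.30 without LP replicate 2. Of 27 immediate early genes, which respond within minutes to growth factors and to tissue handling, 5 were lower, none was higher and 22 were not called in the ampulla (7 lower when adjusted over the list alone). The list shifted down as a whole (camera, adjusted p = 0.0154), which did not hold with an estimated correlation (adjusted p = 0.423 with an estimated correlation) or without LP replicate 1 (adjusted p = 0.0845). Its count of lower genes was 2 without FP replicate 1 and 1 without FP replicate 2 or 3.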

A gonadotropin-dependent induction of EGR1 has been reported prior to ovulation in bovine follicles [44], however no reports to date are apparent on the function, or importance, of this transcription factor in the epithelium of the oviducts’ ampulla.

Up- and down-regulated DEGs were analyzed for enriched gene ontology classifications. Gene ontology analysis of up-regulated DEGs within epithelial cells of the ampulla in the FP versus the LP groups resulted in 117 significant biological processes, 65 significant cellular components, and 46 significant molecular functions (*P* < 0.05,

Additional file 5: Table S3). Cell cycle, cholesterol biosynthetic process, cell division, mitosis and protein folding were the top biological processes identified, which is not surprising considering the cell proliferation and secretory activity required to prepare the ampulla for the arrival of the gametes. With respect to cholesterol biosynthesis, steroid-dependent effects on the oviduct are documented in the literature. Cholesterol will affect the ability of spermatozoa to fertilize an oocyte [45], with the process of capacitation well established to require efflux of cholesterol from the plasma membrane of spermatozoa (reviewed in [46]). High density lipoproteins are elevated in bovine oviductal fluid during the follicular phase of the estrous cycle [47], however the synthesis and release of cholesterol by oviductal epithelial cells appears to be greater under a progesterone dominant environment. Esterified-cholesterol containing lipid droplets from oviductal epithelial cells were observed in greater numbers when collected from luteal-phase cows [48] and the concentration of cholesterol was increased in isthmic but not ampullary oviductal fluid collected from the luteal phase versus non-luteal phase animals [49]. Further analysis of the biochemical relationship among the DEGs expressed within these top cholesterol-associated pathways may increase our understanding of the role of cholesterol during the processes of capacitation and fertilization, critical events that occur within the oviduct. Top cellular components of up-regulated DEGs within epithelial cells of the ampulla in the FP versus the LP groups included endoplasmic reticulum lumen and membrane, cytoplasm, and mitochondrion. Top molecular functions involved protein disulfide isomerase activity, FK506 binding, peptidyl-prolyl cis-trans isomerase activity, oxidoreductase activity, and dolichyl-diphosphooligosaccharide-protein glycotransferase activity.

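Ribonucleotide reductase subunit RRM2, which supplies the nucleotides for DNA replication, rose by 2.85 within epithelial cells of the ampulla in the FP versus the LP groups (SE 0.38, adjusted p = 0.000939), and the replication factor CDC6 rose by 2.40 (SE 0.41, adjusted p = 0.00353). The condensin subunit NCAPG rose by 1.67 (SE 0.24, adjusted p = 0.00131) and the kinetochore protein NDC80 by 1.79 (SE 0.33, adjusted p = 0.00531). The LP signals of CDC6 (5.67) and NDC80 (5.58) lay under the lower quartile of the arrays (5.68 to 5.82), so the sizes of their increases are uncertain. Of 27 genes of mitosis, 20 were higher and none was lower (24 higher when adjusted over the list alone), with a shift of the list at an adjusted p of 1.29e-12 (adjusted p = 0.251 with an estimated correlation). Of 25 genes of DNA replication, 15 were higher and none was lower (16 adjusted over the list alone), with a shift at an adjusted p of 2.86e-10 (again adjusted p = 0.251 with an estimated correlation). The mean signal of the mitosis list was 7.98 ± 0.37 in the FP and 6.86 ± 0.26 in the LP. Without FP replicate 2 the counts were 10 for mitosis and 7 for DNA replication, and without LP replicate 1 they were 13 and 9. CRELD2, a chaperone of the endoplasmic reticulum, rose by 3.39 (SE 0.18, adjusted p = 5.61e-06), from 8.38 ± 0.27 to 11.77 ± 0.29. Of 32 genes of protein folding in the endoplasmic reticulum, 27 were higher and none was lower (27 adjusted over the list alone), with a shift at an adjusted p of 1.31e-32 (adjusted p = 0.0573 with an estimated correlation). The paper states that the ampulla needs proliferation and secretion to be ready for the gametes.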

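Squalene epoxidase (SQLE) of sterol synthesis rose by 1.96 within epithelial cells of the ampulla in the FP (SE 0.16, adjusted p = 6.08e-05), the sterol dehydrogenase NSDHL by 1.98 (SE 0.15, adjusted p = 3.25e-05) and lanosterol synthase (LSS) by 1.76 (SE 0.14, adjusted p = 5.99e-05). Squalene synthase (FDFT1) rose by 1.82 (SE 0.11, adjusted p = 1.47e-05), from 10.13 ± 0.21 in the LP to 11.94 ± 0.14 in the FP. Each of these calls held without each heifer in turn. Of 16 genes of cholesterol biosynthesis on the array with 1 symbol, 14 were higher, none was lower and 2 were not called (14 higher when adjusted over the list alone). The median log2 difference of the list was 1.29. The shift of the list had an adjusted p of 2.4e-14 from camera with its preset correlation (adjusted p = 0.0692 with an estimated correlation of 0.371).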

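SDF2L1, a chaperone of the lumen of the endoplasmic reticulum, rose by 3.32 within epithelial cells of the ampulla in the FP versus the LP groups (SE 0.18, adjusted p = 6e-06). The lumenal proteins DNAJB11 and MANF rose by 2.86 each, with SEs of 0.14 and 0.16 and adjusted p of 5.44e-06 and 5.97e-06. MANF, which is secreted when protein folding is under strain, reached a signal of 12.81 ± 0.15 in the FP against 9.95 ± 0.26 in the LP. At the mitochondrion, UQCR11 of complex III rose by 0.93 (SE 0.11, adjusted p = 0.000384) and NDUFA4 by 0.99 (SE 0.11, adjusted p = 0.000294). These 5 calls held without each heifer in turn.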

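The subunit OSTC of the oligosaccharyltransferase, which adds dolichol-linked glycans to new proteins, rose by 1.19 within epithelial cells of the ampulla in the FP (SE 0.09, adjusted p = 3.56e-05), and RPN2 rose by 0.90 (SE 0.07, adjusted p = 2.74e-05). Of 11 oligosaccharyltransferase genes, 8 were higher, none was lower and 3 were not called (8 higher when adjusted over the list alone). The shift of this list had an adjusted p of 2.86e-10 (adjusted p = 0.0573 with an estimated correlation). The protein disulfide isomerase PDIA4 rose by 2.67 (SE 0.14, adjusted p = 5.61e-06) and the FK506 binding prolyl isomerase FKBP11 by 2.43 (SE 0.10, adjusted p = 3.01e-06), both chosen after their values were seen. The cytosolic FK506 binding protein FKBP5, a target of progesterone and glucocorticoid, fell by 1.04 (SE 0.24, adjusted p = 0.0143), a call that ended without FP replicate 1 or LP replicate 2 (adjusted p up to 0.0635).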

Analysis of down-regulated DEGs within epithelial cells of the ampulla in the FP versus the LP revealed 118 significant biological processes, 18 significant cellular components, and 49 significant molecular functions (P < 0.05, Additional file 6: Table S4). 

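The interferon-induced ligase HERC5 fell by 0.93 within epithelial cells of the ampulla in the FP versus the LP groups (SE 0.18, adjusted p = 0.00579), and the anaphylatoxin receptor C3AR1 fell by 1.44 (SE 0.25, adjusted p = 0.00347), both also without each heifer in turn. Of 28 interferon-stimulated genes, 6 were lower and none was higher (9 lower when adjusted over the list alone), with a shift at an adjusted p of 3.08e-05 (adjusted p = 0.281 with an estimated correlation). Of 23 complement genes, 5 were lower and none was higher (10 adjusted over the list alone), with a shift at an adjusted p of 0.000139 (adjusted p = 0.168 with an estimated correlation). KLRB1 of T and NK cells fell by 0.76 (SE 0.16, adjusted p = 0.00873, FP signal of 5.06 under the lower quartile of the arrays, 5.68 to 5.82) and VSIG4 of macrophages by 1.13 (SE 0.24, adjusted p = 0.00899). Of 28 T and NK cell markers, 9 were lower and none was higher (17 adjusted over the list alone), with a median of -0.90 and a shift at an adjusted p of 5.33e-07 (adjusted p = 0.309 with an estimated correlation). Of 21 macrophage and dendritic cell markers, 12 were lower and none was higher (12 adjusted over the list alone), with a median of -0.63 and a shift at an adjusted p of 1.34e-06 (adjusted p = 0.251 with an estimated correlation). Without 1 heifer, the interferon count was 3 (FP replicate 1 or LP replicate 2) and the complement count 2 (FP replicate 1) or 3 (FP replicate 3, LP replicate 1 or 3). The T and NK count was 3 (FP replicate 1 or 3) or 2 (FP replicate 2 or LP replicate 1), and the macrophage count 5 (FP replicate 1 or 3) or 7 (LP replicate 3).

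**Figure D3:**
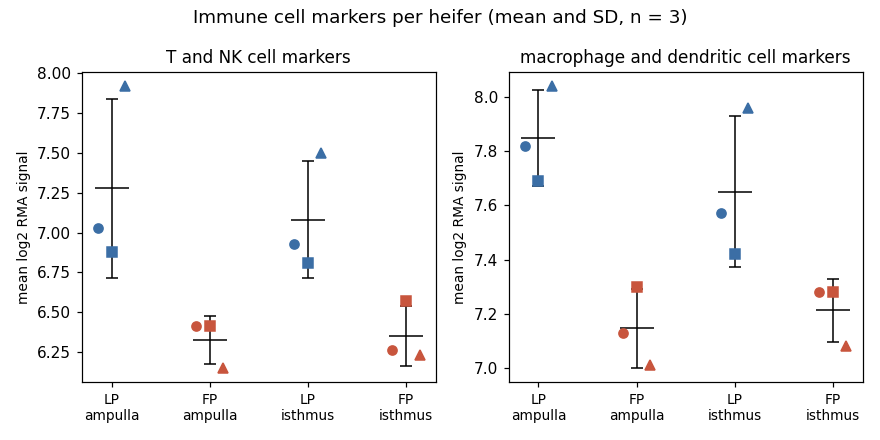
Mean log2 RMA signal (y axis) of the T and NK cell markers and of the macrophage and dendritic cell markers for each heifer by phase and tissue, LP in blue and FP in red, with circles, squares and triangles for replicates 1, 2 and 3 and bars for the mean ± SD (n = 3). The FP values lie below the LP values in each tissue, with LP replicate 3 the highest in both lists.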

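Bone morphogenetic protein 4 (BMP4), a ligand of the pathway, fell by 2.40 within epithelial cells of the ampulla in the FP (SE 0.37, adjusted p = 0.00201), from 9.36 ± 0.52 to 6.96 ± 0.20. The BMP antagonist CHRDL1 fell by 2.28 (SE 0.31, adjusted p = 0.00102) and the signal transducer SMAD3 by 0.88 (SE 0.12, adjusted p = 0.000887). Of 29 genes of BMP and TGF-beta signalling, 5 were lower, none was higher and 24 were not called (5 lower when adjusted over the list alone). The shift of the list had an adjusted p of 0.00129 (adjusted p = 0.0573 with an estimated correlation). Among feedback inhibitors of FGF receptors and MAP kinases, SPRY1 fell by 1.24 (SE 0.20, adjusted p = 0.0027). Of these 22 inhibitors, 2 were lower and 1 was higher (3 lower and 1 higher when adjusted over the list alone), and the list did not shift (adjusted p = 0.513). The lower count was 1 without FP replicate 1 or 3 or LP replicate 2.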

The top biological processes were the innate immune response, response to nicotine, myoblast proliferation, negative regulation of MAP kinase activity, and bone morphogenetic protein (BMP) signaling pathway. 

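Vascular cell adhesion molecule 1 (VCAM1), which cytokines induce, fell by 3.25 within epithelial cells of the ampulla in the FP versus the LP groups (SE 0.40, adjusted p = 0.000599), from 9.03 ± 0.75 to 5.78 ± 0.12, at the lower quartile of the arrays, 5.68 to 5.82, so that the size is uncertain. The TNF family ligand TNFSF10 fell by 1.54 (SE 0.27, adjusted p = 0.00406). Both calls held without each heifer in turn. Of 30 cytokines and chemokines of inflammation, 5 were lower, none was higher and 25 were not called (5 lower when adjusted over the list alone), with a shift at an adjusted p of 0.00111 (adjusted p = 0.34 with an estimated correlation). The count was 2 without FP replicate 2 or LP replicate 1. Over the same arrays, the mean signal of the T and NK cell markers was 6.32 ± 0.15 in the FP and 7.28 ± 0.56 in the LP, and that of the macrophage and dendritic cell markers 7.15 ± 0.15 and 7.85 ± 0.18.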

With respect to immune responses, it can be postulated that increases in estradiol during the follicular phase decrease the induction of pro-inflammatory factors, with the results of our study consistent with an investigation on the effect of ovarian steroids on lipopolysaccharide (LPS)-induced responses in bovine oviductal epithelial cells in vitro [39]. In their report, estradiol reversed the effect of LPS on pro-inflammatory gene expression and we have previously demonstrated ESR1-dependent as well as cyclic changes in the expression of the hematopoetic form of prostaglandin D synthase, a putative regulator of inflammation, in the mouse oviduct [29]. Given that the oviductal epithelium must continually repair itself from any damage caused by exposure to gametes, seminal fluids and post-ovulatory follicular debris, steroid-dependent changes in inflammatory response mechanisms can be considered physiologically important biological processes. Lastly, top cellular components associated with the down-regulated DEGs were plasma membrane, cytoplasm, extracellular region, cytosol, and tight junction and top molecular functions were pancreatic ribonuclease activity, transmembrane signaling receptor activity, protein-L-isoaspartate (D-aspartate) O-methyltransferase activity, serine hydrolase activity, and phosphatidylinositol-3,4-bisphosphate binding.

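Claudin 1 (CLDN1), a membrane protein of tight junctions, fell by 0.92 within epithelial cells of the ampulla in the FP versus the LP groups (SE 0.18, adjusted p = 0.00766), from 13.06 ± 0.26 to 12.14 ± 0.29, and the call held without each heifer in turn. Claudin 10 (CLDN10) fell by 0.85 (SE 0.20, adjusted p = 0.0168), a call that ended without FP replicate 2 or 3 or LP replicate 1 or 2 (adjusted p up to 0.0902). Claudin 11 (CLDN11) rose by 1.44 (SE 0.37, adjusted p = 0.0238), a call that ended without FP replicate 2 or 3 or LP replicate 3 (adjusted p up to 0.0844). Of 26 tight junction genes, 5 were lower, 1 was higher and 20 were not called (5 lower and 1 higher when adjusted over the list alone). More of them were lower than of all other genes (one-sided Fisher's exact test, adjusted p = 0.00931), while the list did not shift as a whole (adjusted p = 0.0959). The lower count was 3 without FP replicate 1 or 2 or LP replicate 1 and 2 without FP replicate 3 or LP replicate 2, where Fisher's exact test no longer passed (adjusted p up to 0.576).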

Canonical pathway analysis of DEGs within epithelial cells of the ampulla in the FP versus the LP was then determined using QIAGEN’S Ingenuity Pathway Analysis (IPA, QIAGEN, Redwood City, www.qiagen.com/ingenuity). 

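The ATP synthase subunit ATP5MC1 rose by 1.29 within epithelial cells of the ampulla in the FP versus the LP groups (SE 0.12, adjusted p = 0.00012), and the complex I subunit NDUFA3 rose by 0.91 (SE 0.14, adjusted p = 0.00204). Of 65 genes of oxidative phosphorylation, 13 were higher, none was lower and 52 were not called (13 higher when adjusted over the list alone), with a shift at an adjusted p of 9.87e-20 (adjusted p = 0.22 with an estimated correlation). INSIG1, which holds back the sterol-sensing transcription factor SREBP, lies on chromosome 4 of ARS-UCD2.0 from 117125850 to 117138562 and rose by 2.80 (SE 0.15, adjusted p = 5.61e-06). SREBF1, which encodes an SREBP, rose by 0.72 (SE 0.10, adjusted p = 0.00123). Of 12 genes of SREBP control and sterol uptake, 5 were higher and 1 was lower (5 higher and 2 lower when adjusted over the list alone), with a shift at an adjusted p of 0.00418 (adjusted p = 0.251 with an estimated correlation) and 3 higher genes without FP replicate 2 or 3. Of 6 genes of mevalonate and geranylgeranyl diphosphate synthesis, 4 were higher (4 adjusted over the list alone), isopentenyl diphosphate isomerase (IDI1) among them with 1.38 (SE 0.11, adjusted p = 4.88e-05), and the list shifted at an adjusted p of 0.00337 (adjusted p = 0.251 with an estimated correlation). Of 14 genes of glycolysis, 5 were higher (5 adjusted over the list alone), with a shift at an adjusted p of 0.00198 (adjusted p = 0.309 with an estimated correlation).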

Top pathways up-regulated in the follicular phase largely reflected cholesterol biosynthesis (Superpathway of Cholesterol Biosynthesis, Cholesterol Biosynthesis I, Cholesterol Biosynthesis II (via 24,25-dihydrolanosterol), Cholesterol Biosynthesis III (via Desmosterol)), and Oxidative Phosphorylation (P < 0.05, Additional file 7: Table S5 and Additional file 8: Figure S3a), which was consistent with the results of the gene ontology analysis discussed above. The top pathways for down-regulated genes included Hepatic Fibrosis/Hepatic Stellate Cell Activation, Role of Pattern Recognition Receptors in Recognition of Bacteria and Viruses, Colorectal Cancer Metastasis Signaling, Ovarian Cancer Signaling, and Role of Macrophages, Fibroblasts and Endothelial Cells in Rheumatoid Arthritis (P < 0.05, Additional file 9: Table S6 and Additional file 8: Figure S3b). 

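The bacterial lipoprotein receptors TLR1 and TLR6 were lower within epithelial cells of the ampulla in the FP versus the LP groups, and TLR6 fell by 1.19 (SE 0.23, adjusted p = 0.00617), from 9.29 ± 0.29 to 8.10 ± 0.45. Of 18 pattern recognition genes, 6 were lower, none was higher and 12 were not called (6 lower when adjusted over the list alone). The shift of the list had an adjusted p of 2.16e-05, and an adjusted p = 0.0288 with an estimated correlation. The fungal receptor CLEC7A, which is also a marker of macrophages, fell by 1.12 (SE 0.24, adjusted p = 0.00954), a call that ended without FP replicate 1 or 3 (adjusted p up to 0.0524), with an FP signal (5.79) at the lower quartile of the arrays (5.68 to 5.82). Over the same arrays, the macrophage and dendritic cell marker list had a mean log2 difference of -0.70 and the T and NK cell marker list one of -0.95. Fibroblast markers (median -0.16, adjusted p = 0.601) and endothelial markers (median -0.00, adjusted p = 0.343) did not shift in the ampulla.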

Again, this canonical pathway analysis is consistent with steroid-dependent regulation of inflammation and immune responses extracted by the gene ontology analysis. 

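The apoptosis inhibitor BCL2 fell by 1.11 within epithelial cells of the ampulla in the FP versus the LP groups (SE 0.17, adjusted p = 0.0019), and the growth factor VEGFD (FIGF) fell by 2.27 (SE 0.35, adjusted p = 0.00192), from 8.98 ± 0.37 to 6.71 ± 0.54. Arrestin ARRB1 fell by 0.75 (SE 0.15, adjusted p = 0.00726). These 3 calls held without each heifer in turn. PDGFC, with a log2 difference of -0.58 (SE 0.21, adjusted p = 0.0934), did not pass, though it did without LP replicate 3 (adjusted p = 0.0411). Of the 11 genes the study names in this pathway, 10 were lower and none was higher (10 when adjusted over the list alone), with a shift at an adjusted p of 3.21e-07 (adjusted p = 0.0599 with an estimated correlation). The study chose these genes on the same samples, so the counts are not independent evidence. The count was 6 without FP replicate 1 or 2 and 5 without FP replicate 3. Of 37 genes of WNT and hedgehog signalling, which include the FZD receptors and SMO, 5 were lower and none was higher (5 adjusted over the list alone), with a shift at an adjusted p of 0.0128 (adjusted p = 0.281 with an estimated correlation) and 2 lower genes without FP replicate 1 or 3.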

Worthy to note, given the increasing interest in oviductal epithelial cells as progenitors for ovarian cancer [50–52], down-regulation of the DEGs in the ovarian cancer signaling canonical pathway (MMP7, ARRB1, FZD4, FGF9, SMO, FIGF, CCND1, PDGFC, FZD7, EGFR and BCL2) could provide useful clues that can advance that important field of study. In addition, potential effects of the presence of embryos to the oviductal epithelium should not be overlooked. We observed down-regulation of 7 DEGs, including that of insulin-like growth factor binding protein 3 (IGFBP3) in epithelial cells of the ampulla in FP versus LP groups (Additional file 4: Table S2), whose expression in primary bovine oviductal epithelial cells in vitro is increased by the addition of embryos to their culture [53].

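IGFBP3, which binds insulin-like growth factors, lies on chromosome 4 of ARS-UCD2.0 from 76116379 to 76124833. Its signal was 7.32 ± 0.16 in the FP ampulla and 8.13 ± 0.30 in the LP ampulla (SD, n = 3 heifers). The log2 difference of -0.80 (SE 0.28, adjusted p = 0.0781) did not pass the limma test over all probesets. It passed with the F-test and LSD of the methods, in a fit of the ampulla arrays alone (adjusted p = 0.0324), with array weights (adjusted p = 0.0498) and without LP replicate 1 (adjusted p = 0.0489), with adjusted p up to 0.174 without each of the other heifers. In the isthmus the signal of IGFBP3 was 11.99 ± 0.45 in the FP and 11.54 ± 0.53 in the LP, a difference of 0.45 (SE 0.28, adjusted p = 0.322).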

### DEGs in epithelial cells of the isthmus

Similar to the ampulla, the mucosa of the isthmus appears well defined in histological evaluations (Fig. 3b). However, in contrast to the ampulla, the mucosa of the isthmus is located adjacent to a prominent musculature with this smooth musculature playing a key role in the movement of gametes to the site of fertilization and passage of the early embryo to the uterus [54–56]. 

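Within epithelial cells of the isthmus in the FP versus the LP groups, the retinol transporter STRA6 rose by 3.79 (SE 0.55, adjusted p = 0.00142), KRT23 by 4.84 (SE 0.75, adjusted p = 0.00196) and lipoprotein lipase (LPL) by 3.50 (SE 0.43, adjusted p = 0.000612). The protease inhibitor SERPINB12 fell by 5.00 (SE 0.44, adjusted p = 0.000122), from 11.57 ± 0.75 to 6.57 ± 0.49, and the transcription factor KLF17 fell by 4.12 (SE 0.40, adjusted p = 0.000218). These 5 calls held without each heifer in turn, while the rise of KRT23 was 5.93 without LP replicate 1 and 3.90 without LP replicate 2. In the ampulla the log2 difference was 1.77 (adjusted p = 0.051) for STRA6, -1.24 (adjusted p = 0.0824) for SERPINB12 and -1.03 (adjusted p = 0.108) for KLF17. The difference between the tissues did not pass without a block, with an adjusted p for the interaction of 0.431 for STRA6, 0.0583 for SERPINB12 and 0.0816 for KLF17. With heifer as a block it passed for SERPINB12 (-3.76, adjusted p = 0.00286) and KLF17 (-3.09, adjusted p = 0.0208), though the FP ampulla signal of SERPINB12 (4.89) lay under the lower quartile of the arrays (5.68 to 5.82). It passed without a block for VAT1L, a paralog of a vesicle membrane protein, which rose by 2.61 in the isthmus (SE 0.19, adjusted p = 6.51e-05) against 0.48 (adjusted p = 0.127) in the ampulla. For VAT1L the interaction was 2.13 (adjusted p = 0.021, and 0.0803 with heifer as a block), and it ended without FP replicate 2 or 3 or LP replicate 2 or 3 (adjusted p up to 0.166).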

Several of the DEGs within epithelial cells of the isthmus in the FP versus the LP were similar to those identified within the ampulla, however, there were also many DEGs unique to this spatial location (Additional file 3: Tables S1 and Additional file 4: Table S2). Among the up-regulated DEGs in the epithelium of the isthmus (Table 4), the increased expression of mRNA encoding phospholipase A2, group IVD (cytosolic) (PLA2G4D) and phospholipase A2, group IVF (PLA2G4F) is interesting, especially when considering the key role for prostaglandins within the oviduct [55, 57, 58] and the noted regulation of prostaglandin synthesis by ovarian steroids as reported by us [29] and others [59, 60]. Both PLA2G4D and PLA2G4F belong to the phospholipase A2 (PLA2) family, group 4. 

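The phospholipases PLA2G4D and PLA2G4F release fatty acids such as arachidonic acid from membranes and are neighbors on chromosome 10 of ARS-UCD2.0, from 37483942 to 37507962 and from 37533282 to 37547704. Within epithelial cells of the isthmus in the FP versus the LP groups, PLA2G4D rose by 3.26 (SE 0.26, adjusted p = 7.63e-05) and PLA2G4F by 2.98 (SE 0.35, adjusted p = 0.000479), increases of 9.57-fold and 7.91-fold. Both were also higher in the ampulla, by 2.85 (SE 0.26, adjusted p = 9.82e-05) and 1.95 (SE 0.35, adjusted p = 0.00431). The 4 calls held without each heifer in turn. Of 24 genes of prostaglandin synthesis and signalling, 2 were higher and 2 lower in the isthmus (2 and 2 when adjusted over the list alone), with 1 lower without FP replicate 2. In the ampulla 3 were higher and none was lower (3 adjusted over the list alone). Neither list shifted as a whole (adjusted p = 0.89 in the isthmus and 0.724 in the ampulla), and the ampulla list had a median of -0.09 against a mean of 0.16. AKR1B1, which makes prostaglandin F2α, fell by 1.42 in the isthmus (SE 0.20, adjusted p = 0.00122). The paper sets the increase of both phospholipases beside the key role of prostaglandins within the oviduct.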

The PLA2 family of enzymes catalyzes the hydrolysis of phospholipids to liberate free fatty acids, among other molecules. Of these free fatty acids, arachidonic acid released by PLA2 enzymes acts as the precursor for the synthesis of prostaglandins [61, 62]. Consistent with our results, in ovariectomized rabbits, PLA2 activity in epithelial cells of the ampulla is reported to be increased after treatment of rabbits with estradiol [63]. Given that PLA2G4D and PLA2G4F do not appear to be described within the oviduct, our results can be considered as new information on the local regulation of phospholipases and potentially prostaglandin secretion within this organ. 

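BSP3, which lies on chromosome 18 of ARS-UCD2.0 from 51586356 to 51589682, fell by 3.20 within epithelial cells of the isthmus in the FP versus the LP groups (SE 0.36, adjusted p = 0.000387). Its signal there was 4.09 ± 0.39 in the FP and 7.29 ± 0.84 in the LP (SD, n = 3 heifers). In the ampulla it was 3.23 ± 0.21 in the FP and 3.28 ± 0.28 in the LP, a difference of -0.05 (SE 0.36, adjusted p = 0.956). The FP isthmus and both ampulla groups lay under the lower quartile of the arrays (5.68 to 5.82), so the sizes of the fall and of the difference between the tissues are uncertain. The call in the isthmus held without each heifer in turn, with an adjusted p up to 0.00626. The difference between the tissues was -3.16 (adjusted p = 0.0483 for the interaction and 0.19 with heifer as a block). It ended without any 1 of the FP heifers or LP replicate 2 (adjusted p up to 0.302).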

Of the down-regulated DEGs expressed by epithelial cells of the isthmus, the expression of binder of sperm 3 (BSP3) is also identified as a novel transcript. BSP3 is reported to be secreted by seminal vesicles and binds to sperm [64], and identified within the epithelial cells of the isthmus herein. Again, the potential to modify the epithelial cell transcriptome by the presence of embryos must be acknowledged. We observed down-regulation of 10 DEGs, including that of the apoptosis regulator XIAP associated factor-1 (XAF1) in epithelial cells of the isthmus in FP versus LP groups (Additional file 4: Table S2), whose expression has been reported to be increased by the addition of embryos to cultures of primary bovine oviductal epithelial cells [53].

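XAF1, on chromosome 19 of ARS-UCD2.0 from 25148648 to 25162125, fell by 0.80 within epithelial cells of the isthmus in the FP versus the LP groups (SE 0.14, adjusted p = 0.00318), from 9.17 ± 0.11 to 8.37 ± 0.28, and the call held without each heifer in turn. XAF1 is also induced by interferon. Among other interferon-induced genes in the isthmus, the RNA sensor RIGI fell by 1.34 (SE 0.17, adjusted p = 0.000678) and the transcription factor IRF9 by 1.32 (SE 0.18, adjusted p = 0.00102). Of 28 interferon-stimulated genes, 10 were lower and none was higher (13 lower when adjusted over the list alone), with a shift at an adjusted p of 1.22e-05 (adjusted p = 0.281 with an estimated correlation). The count was 5 without FP replicate 1. Over the same arrays, 5 of 28 T and NK cell markers were lower and none was higher (5 adjusted over the list alone), with a median of -0.68 and a shift at an adjusted p of 8.39e-05 (adjusted p = 0.412 with an estimated correlation), and 2 were lower without any 1 of the FP heifers or LP replicate 1. Macrophage and dendritic cell markers had a median of -0.46.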

**Table 4:** Most highly up- and down-regulated DEGs within epithelial cells of the isthmus in follicular phase versus luteal phase groups (FDR adjusted *P* < 0.05)

Gene Symbol	Gene Description	*P*-value	Fold-Change
KRT23	keratin 23 (histone deacetylase inducible)	<0.001	22.57
NTS	neurotensin	<0.001	21.57
PRND	prion protein 2 (dublet)	<0.001	12.36
STRA6	stimulated by retinoic acid gene 6 homolog (mouse)	<0.001	11.22
TMEM45A	transmembrane protein 45A	0.004	10.56
PKHD1L1	polycystic kidney and hepatic disease 1 (autosomal recessive)-like 1	0.004	9.86
LPL	lipoprotein lipase	<0.001	9.40
SLC7A11	solute carrier family 7 (anionic amino acid transporter light chain, xc- system), member 11	<0.001	8.92
CLEC3A	C-type lectin domain family 3, member A	<0.001	8.69
GFAP	glial fibrillary acidic protein	<0.001	8.09
CRELD2	cysteine-rich with EGF-like domains 2	<0.001	7.69
CA2	carbonic anhydrase II	<0.001	7.68
PLA2G4D	phospholipase A2, group IVD (cytosolic)	<0.001	7.64
CHI3L1	chitinase 3-like 1 (cartilage glycoprotein-39)	0.001	7.34
SDF2L1	stromal cell-derived factor 2-like 1	<0.001	7.31
PPP2R2C	protein phosphatase 2, regulatory subunit B, gamma	0.000	7.30
P2RX2	purinergic receptor P2X, ligand-gated ion channel, 2	0.002	6.86
PLA2G4F	phospholipase A2, group IVF	<0.001	6.85
SLC2A10	solute carrier family 2 (facilitated glucose transporter), member 10	<0.001	6.69
CDC20B	cell division cycle 20 homolog B (S. cerevisiae)	0.001	6.35
Gene Symbol	Gene Description	*P*-value	Fold-Change
KLF17	Kruppel-like factor 17	<0.001	−14.70
KSR2	kinase suppressor of ras 2	<0.001	−8.94
LOC100337391	predicted protein-like	<0.001	−7.77
BSP3	binder of sperm 3	<0.001	−7.58
OR9Q2	olfactory receptor, family 9, subfamily Q, member 2	0.001	−6.87
ZBTB16	zinc finger and BTB domain containing 16	<0.001	−5.91
EGR1	early growth response 1	0.019	−5.35
LOC522479	ovalbumin-like	<0.001	−5.34
CWH43	cell wall biogenesis 43 C-terminal homolog (S. cerevisiae)	0.001	−5.09
TFF3	trefoil factor 3 (intestinal)	<0.001	−4.98
LOC100335668	mitochondrial import inner membrane translocase subunit Tim9 pseudogene	0.001	−4.94
LOC617981	family with sequence similarity 55, member C-like	<0.001	−4.92
MEGF10	multiple EGF-like-domains 10	<0.001	−4.81
LOC100337183	contactin associated protein-like 3-like	0.003	−4.75
AK5	adenylate kinase 5	<0.001	−4.74
FOS	FBJ murine osteosarcoma viral oncogene homolog	0.012	−4.54
CA10	carbonic anhydrase X	0.001	−4.40
NDP	Norrie disease (pseudoglioma)	<0.001	−4.34
SEMA5A	sema domain, seven thrombospondin repeats (type 1 and type 1- like), transmembrane domain (TM) and short cytoplasmic domain, (semaphorin) 5A	<0.001	−4.26
CAV1	caveolin 1, caveolae protein, 22 kDa	0.003	−4.14

For statistical analysis, an F-test on least-square means was used to determine significance of each transcript in each comparison. Benjamini-hochberg multiple testing correction for false discovery rate (FDR) was applied and significance set to FDR adjusted *P*-value < 0.05. A post-hoc pairwise comparison of FP compared to LP epithelial cells from the isthmus was completed using Fisher’s Least Significant Difference (LSD) to determine which means differed

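Within epithelial cells of the isthmus in the FP versus the LP groups, the protein folding gene SDF2L1 rose by 3.07 (SE 0.18, adjusted p = 2.13e-05), from 7.20 ± 0.08 to 10.27 ± 0.21, and DNAJB11 by 2.68 (SE 0.14, adjusted p = 1.28e-05). Of 32 genes of protein folding in the endoplasmic reticulum, 25 were higher and none was lower (25 when adjusted over the list alone), with a shift at an adjusted p of 3.57e-27 (adjusted p = 0.0599 with an estimated correlation). RRM2 rose by 2.43 (SE 0.38, adjusted p = 0.00209) and NCAPG by 2.08 (SE 0.24, adjusted p = 0.000432), the latter from an LP signal of 5.30 under the lower quartile of the arrays (5.68 to 5.82) and thus of uncertain size. Of 27 genes of mitosis, 11 were higher and none was lower (20 adjusted over the list alone), with a shift at an adjusted p of 1.51e-07 (adjusted p = 0.317 with an estimated correlation). Of 25 genes of DNA replication, 10 were higher and none was lower (12 adjusted over the list alone), with a shift at an adjusted p of 2.19e-06 (adjusted p = 0.337 with an estimated correlation). The mitosis count was 5 without FP replicate 2, 6 without LP replicate 1 or 2 and 18 without LP replicate 3, and the DNA replication count 6 without FP replicate 3 or LP replicate 1.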

Gene ontology classification of up-regulated DEGs within epithelial cells of the isthmus in the FP versus the LP revealed 97 significant biological processes with top biological processes being protein folding, cell cycle, cell division, mitosis, and electron transport chain (*P* < 0.05, Additional file 10: Table S7). 

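OSTC rose by 1.10 within epithelial cells of the isthmus in the FP versus the LP groups (SE 0.09, adjusted p = 8.36e-05) and RPN2 by 0.83 (SE 0.07, adjusted p = 7.22e-05), subunits of the oligosaccharyltransferase in the membrane of the endoplasmic reticulum. Of 11 genes of this enzyme, 8 were higher and none was lower in the isthmus (8 when adjusted over the list alone), with a shift at an adjusted p of 1.95e-09 (adjusted p = 0.0599 with an estimated correlation). In its lumen, MANF rose by 2.58 (SE 0.16, adjusted p = 2.13e-05), from 10.03 ± 0.11 to 12.61 ± 0.24. These 3 calls held without each heifer in turn.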

Similar to the ampulla, there were 57 significant cellular components affected by stage of the cycle within epithelial cells of the isthmus, including endoplasmic reticulum lumen and membrane, cytoplasm, and mitochondrion and 46 significant molecular functions. Gene ontology analysis of the down-regulated DEGs within epithelial cells of the isthmus revealed 101 significant biological processes, 26 significant cellular components, and 45 significant molecular functions (P < 0.05, Additional file 11: Table S8). Top biological processes were negative regulation of fibroblast growth factor receptor signaling pathway, calcium-independent cell-cell adhesion, inactivation of MAPK activity, brown fat cell differentiation, and SMAD protein signal transduction. 

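Sprouty 1 (SPRY1), an inhibitor of signaling by FGF receptors, fell by 1.58 within epithelial cells of the isthmus in the FP versus the LP groups (SE 0.20, adjusted p = 0.000769), and the MAP kinase phosphatase DUSP6 fell by 0.74 (SE 0.15, adjusted p = 0.00842). Of 22 feedback inhibitors of FGF receptors and MAP kinases, 5 were lower and 1 was higher (6 lower and 2 higher when adjusted over the list alone), with a shift at an adjusted p of 0.00823 (adjusted p = 0.236 with an estimated correlation). SMAD3 fell (adjusted p = 0.000218), from 9.84 ± 0.17 to 8.64 ± 0.05, and the TGF-beta decoy receptor BAMBI fell by 1.56 (SE 0.18, adjusted p = 0.000432). The ligand TGFB3 rose by 1.59 (SE 0.28, adjusted p = 0.00393), from an LP signal (5.77) at the lower quartile of the arrays (5.68 to 5.82). These 5 calls held without each heifer in turn. Of 29 genes of BMP and TGF-beta signalling, 6 were lower and 2 were higher (6 and 2 when adjusted over the list alone). The list did not shift (adjusted p = 0.0775), and its share of lower genes (one-sided Fisher's exact test, adjusted p = 0.00765) no longer passed without FP replicate 2 or 3 or LP replicate 1 or 2 (adjusted p up to 0.126).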

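The claudins of tight junctions went both ways within epithelial cells of the isthmus in the FP versus the LP groups. CLDN4 fell by 1.43 (SE 0.18, adjusted p = 0.000807), CLDN3 fell by 0.91 (SE 0.09, adjusted p = 0.00028), and CLDN8 fell too (adjusted p = 0.00284). The signal of CLDN4 was 8.96 ± 0.21 in the FP and 10.39 ± 0.16 in the LP. These calls held without each heifer in turn. CLDN11 rose by 1.29 (SE 0.37, adjusted p = 0.0368), which ended without FP replicate 1 or 2 or LP replicate 1 or 2 (adjusted p up to 0.137). The junctional adhesion molecule JAM2 rose by 2.10 (SE 0.45, adjusted p = 0.0105), a call that ended without FP replicate 2 or 3 or LP replicate 2 (adjusted p up to 0.0573), with a rise of 2.81 without LP replicate 1. Of 26 tight junction genes, 6 were lower, 3 were higher and 17 were not called (6 lower and 3 higher when adjusted over the list alone), with 1 higher without FP replicate 2 or LP replicate 2. The shift of the list had an adjusted p of 0.0245 (adjusted p = 0.251 with an estimated correlation), and did not pass without FP replicate 3 or LP replicate 1 (adjusted p up to 0.0814).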

Top cellular components were similar to those observed within the ampulla and included cytoplasm, plasma membrane cytosol, extracellular region, and tight junction.

Again, QIAGEN’S Ingenuity Pathway Analysis (IPA, QIAGEN, Redwood City, www.qiagen.com/ingenuity) was used to identify the canonical pathways affected by stage of the cycle within epithelial cells of the isthmus. Up-regulated DEGs within epithelial cells of the isthmus in FP versus LP were oxidative phosphorylation, mitochondrial dysfunction, superpathway of cholesterol biosynthesis, superpathway of geranylgeranyldiphosphate biosynthesis I (via mevalonate), and melavonate pathway I (P < 0.05, Additional file 12: Table S9 and Additional file 13: Figure S4A). 

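ATP5MC1 of the ATP synthase rose by 1.26 within epithelial cells of the isthmus in the FP versus the LP groups (SE 0.12, adjusted p = 0.000212), from 9.83 ± 0.08 to 11.09 ± 0.11, and the complex I subunit NDUFA13 rose by 0.94 (SE 0.10, adjusted p = 0.000276). Of 65 genes of oxidative phosphorylation, 18 were higher, none was lower and 47 were not called (18 higher when adjusted over the list alone), with a shift at an adjusted p of 3.76e-17 (adjusted p = 0.24 with an estimated correlation). Of 6 genes of mevalonate and geranylgeranyl diphosphate synthesis, 1 was higher (1 adjusted over the list alone), and the list did not shift (adjusted p = 0.0813). That gene, mevalonate kinase (MVK), rose by 0.67 (SE 0.17, adjusted p = 0.0241), a call that ended without any 1 of the FP heifers or LP replicate 1 or 2 (adjusted p up to 0.0757). IDI1 had a log2 difference of 0.47 (SE 0.11, adjusted p = 0.0137), under the minimum fold. Of 14 genes of glycolysis, 3 were higher and none was lower in the isthmus (3 adjusted over the list alone), with a shift at an adjusted p of 0.000141 (adjusted p = 0.251 with an estimated correlation), and phosphoglycerate kinase PGK1 rose by 0.86 (SE 0.13, adjusted p = 0.0017).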

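Within epithelial cells of the isthmus, NSDHL rose by 1.11 (SE 0.15, adjusted p = 0.000888) and LSS by 0.84 (SE 0.14, adjusted p = 0.00311) in the FP versus the LP groups, while FDFT1 had a log2 difference of 0.21 (SE 0.11, adjusted p = 0.265). Of the 16 genes of cholesterol biosynthesis, 4 were higher, none was lower and 12 were not called in the isthmus (4 higher when adjusted over the list alone), with 2 higher without FP replicate 2. The shift of the list had an adjusted p of 0.000109 (adjusted p = 0.281 with an estimated correlation). INSIG1 rose by 0.76 in the isthmus (SE 0.15, adjusted p = 0.00654). Of 12 genes of SREBP control and sterol uptake, 3 were higher and 2 were lower there (4 higher and 2 lower adjusted over the list alone), and this list did not shift (adjusted p = 0.141). The mean signal of the 16 genes was 10.58 ± 0.05 in the FP isthmus and 10.17 ± 0.14 in the LP isthmus, and 10.65 ± 0.12 in the FP ampulla and 9.42 ± 0.12 in the LP ampulla. The difference between the tissues was -2.04 for INSIG1 (adjusted p = 0.0154 for the interaction, 0.0109 with heifer as a block) and -1.61 for FDFT1 (adjusted p = 0.0154, and 0.0208 with the block). Both interactions ended without any 1 of the FP heifers (adjusted p up to 0.136 for INSIG1 and 0.121 for FDFT1).

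**Figure D4:**
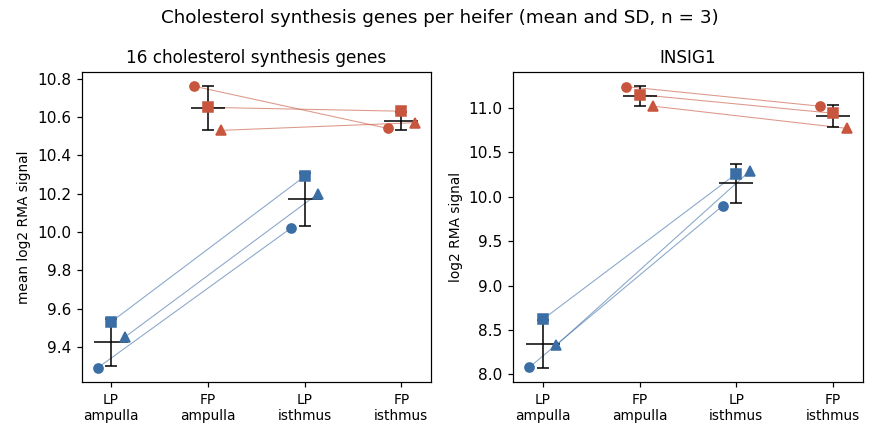
Mean log2 RMA signal of the 16 genes of cholesterol biosynthesis and log2 RMA signal of INSIG1 (y axes) in the ampulla and the isthmus, with LP heifers in blue and FP heifers in red and a line joining the tissues of each heifer. The LP heifers lie lower in the ampulla than in the isthmus, by 0.72 to 0.77 for the 16 genes, and the FP heifers lie near the same level in both tissues.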

Similar to that observed in the ampulla, cholesterol biosynthesis stands out as a key pathway with gene expression increased under an estrogen dominant environment. Consistency in response was also observed among down-regulated DEGs; top pathways for down-regulated DEGs included molecular mechanisms of cancer, basal cell carcinoma signaling, role of osteoblasts, osteoclasts and chondrocytes in rheumatoid arthritis, Role of Macrophages, Fibroblasts and Endothelial Cells in Rheumatoid Arthritis, and Corticotropin Releasing Hormone Signaling, with the complete listing provided in Additional file 14: Table S10 and Additional file 13: Figure S4B (*P* < 0.05).

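The hedgehog receptor PTCH1, a tumor suppressor in basal cells, fell by 1.17 within epithelial cells of the isthmus in the FP versus the LP groups (SE 0.10, adjusted p = 0.000122) and by 0.84 in the ampulla (SE 0.10, adjusted p = 0.000599). The hedgehog suppressor SUFU fell by 0.72 (SE 0.10, adjusted p = 0.00117) and the ligand WNT5A by 1.14 (SE 0.18, adjusted p = 0.00223) in the isthmus. Each of these calls held without each heifer in turn. Of 37 genes of WNT and hedgehog signalling, 8 were lower and none was higher in the isthmus (8 when adjusted over the list alone), with a shift at an adjusted p of 0.00925 (adjusted p = 0.281 with an estimated correlation), which did not pass without LP replicate 1 (adjusted p = 0.0707). Of 18 pattern recognition genes, 5 were lower and 1, TLR5, was higher (6 and 1 adjusted over the list alone), with a shift at an adjusted p of 0.000756 (adjusted p = 0.0573 with an estimated correlation) and 3 lower without LP replicate 3. TLR5, the receptor of flagellin, rose by 1.53 (SE 0.30, adjusted p = 0.00632). Of 23 complement genes, 5 were lower (6 adjusted over the list alone), with a shift at an adjusted p of 0.00317 (adjusted p = 0.251 with an estimated correlation). The complement count was 3 without FP replicate 1 or 2 or LP replicate 2 and 1 without FP replicate 3 or LP replicate 3.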

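VSIG4 of macrophages fell by 1.07 within epithelial cells of the isthmus in the FP (SE 0.24, adjusted p = 0.0112), to a signal (5.74) at the lower quartile of the arrays (5.68 to 5.82), and the T and NK cell receptor KLRD1 fell by 1.54 (SE 0.32, adjusted p = 0.00855). Of 21 macrophage and dendritic cell markers, 6 were lower and none was higher in the isthmus (7 lower when adjusted over the list alone), with a mean signal of 7.21 ± 0.12 in the FP and 7.65 ± 0.28 in the LP and a shift at an adjusted p of 0.00337 (adjusted p = 0.412 with an estimated correlation). Their count was 1 without FP replicate 1 or 3, 3 without FP replicate 2 and 2 without LP replicate 3. The T and NK cell markers had a mean signal of 6.35 ± 0.19 in the FP and 7.08 ± 0.37 in the LP. Of 30 cytokines and chemokines of inflammation, 2 were lower (0 adjusted over the list alone), with a shift at an adjusted p of 0.0471 (adjusted p = 0.539 with an estimated correlation). That shift did not pass without FP replicate 2 or 3 or LP replicate 3 (adjusted p up to 0.312), and the count was 1 without FP replicate 1 or 2 or LP replicate 3 and 0 without FP replicate 3 or LP replicate 1. Of the 11 ovarian cancer signaling genes, 2 were lower and 1 was higher in the isthmus (2 and 1 adjusted over the list alone), with a shift at an adjusted p of 0.0141 (adjusted p = 0.281 with an estimated correlation, and 0.0807 without LP replicate 1) and 1 lower without FP replicate 2 or LP replicate 1.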

## Conclusions

At the genome level, estrous cycle stage-dependent effects on epithelial cell gene expression are not well defined. The current study therefore investigated changes in the expression of mRNA within the epithelium of the ampulla and isthmus of the bovine oviduct during the luteal and follicular phases of the estrous cycle. This transcriptomal profiling analysis was performed to increase our understanding of gene expression and potentially epithelial cell processes important for oviductal function and fertility, and to identify novel mRNA that may prove critical for fertility after analysis in the future.

## Additional files

Additional file 1:
**Supplementary Figure 1.** Box plot of the log2 expression signal for each sample (microarray chip). Additional file 2:
**Supplementary Figure 2.** Overlapping sample signal intensity histogram indicating the frequency of transcripts at specific signal intensity values. Additional file 3:
**Supplementary Table 1.** Differentially expressed transcripts between follicular and luteal phases of the estrous cycle in epithelial cells exclusive to the ampulla and isthmus (FDR adjusted P < 0.05). Additional file 4:
**Supplementary Table 2.** Differentially expressed transcripts in common between follicular and luteal phases of the estrous cycle in epithelial cells of the ampulla and isthmus (FDR adjusted P < 0.05). Additional file 5:
**Supplementary Table 3.** Enriched gene ontology classifications from up-regulated DEGS within epithelial cells of the ampulla in follicular versus luteal phase groups (P < 0.05). Additional file 6:
**Supplementary Table 4.** Enriched gene ontology classifications from down-regulated DEGS within epithelial cells of the ampulla in follicular versus luteal phase groups (P < 0.05). Additional file 7:
**Supplementary Table 5.** Canonical pathway analysis of up-regulated DEGS within epithelial cells of the ampulla in the follicular versus luteal phase groups (P < 0.05). Additional file 8:
**Supplementary Figure 3.** Top 6 Canonical pathways from up- and down-regulated differentially expressed genes within epithelial cells of the ampulla in the follicular versus luteal phase. Ingenuity Pathway Analysis software was used to determine significant pathways based on the number of significant genes expressed within the pathway using Fischer’s Exact test (P <0.05). A) Ampulla: Up-regulated pathways in the follicular versus luteal phases. B) Ampulla: Down-regulated pathways in the follicular versus luteal phases. Additional file 9:
**Supplementary Table 6.** Canonical pathway analysis of down-regulated DEGS within epithelial cells of the ampulla in the follicular versus luteal phase groups (P < 0.05). Additional file 10:
**Supplementary Table 7.** Enriched gene ontology classifications from up-regulated DEGS within epithelial cells of the isthmus in follicular versus luteal phase groups (P < 0.05). Additional file 11:
**Supplementary Table 8.** Enriched gene ontology classifications from down-regulated DEGS within epithelial cells of the isthmus in follicular versus luteal phase groups (P < 0.05). Additional file 12:
**Supplementary Table 9.** Canonical pathway analysis of up-regulated DEGS within epithelial cells of the isthmus in the follicular versus luteal phase groups (P < 0.05). Additional file 13:
**Supplementary Figure 4.** Top 6 Canonical pathways from up- and down-regulated differentially expressed genes within epithelial cells of the isthmus in the follicular versus luteal phase. Ingenuity Pathway Analysis software was used to determine significant pathways based on the number of significant genes expressed within the pathway using Fischer’s Exact test (P <0.05). A) Isthmus: Up-regulated pathways in the follicular versus luteal phases. B) Isthmus: Down-regulated pathways in the follicular versus luteal phases. Additional file 14:
**Supplementary Table 10.** Canonical pathways of down-regulated DEGs within epithelial cells of the isthmus in the follicular versus luteal phase groups (P < 0.05).

## Abbreviations

ANOVA: Analysis of variance
DEGs: Differentially expressed genes
FDR: False discovery rate
FP: Follicular phase
LP: Luteal phase
mRNA: messenger RNA

# Supplementary material for: A transcriptomal analysis of bovine oviductal epithelial cells collected during the follicular phase versus the luteal phase of the estrous cycle
**Source:** Reprod Biol Endocrinol. 2015 Aug 5;13:84. doi: 10.1186/s12958-015-0077-1

Supplementary Figure 1. Box plot of the log₂ expression signal for each sample (microarray chip).

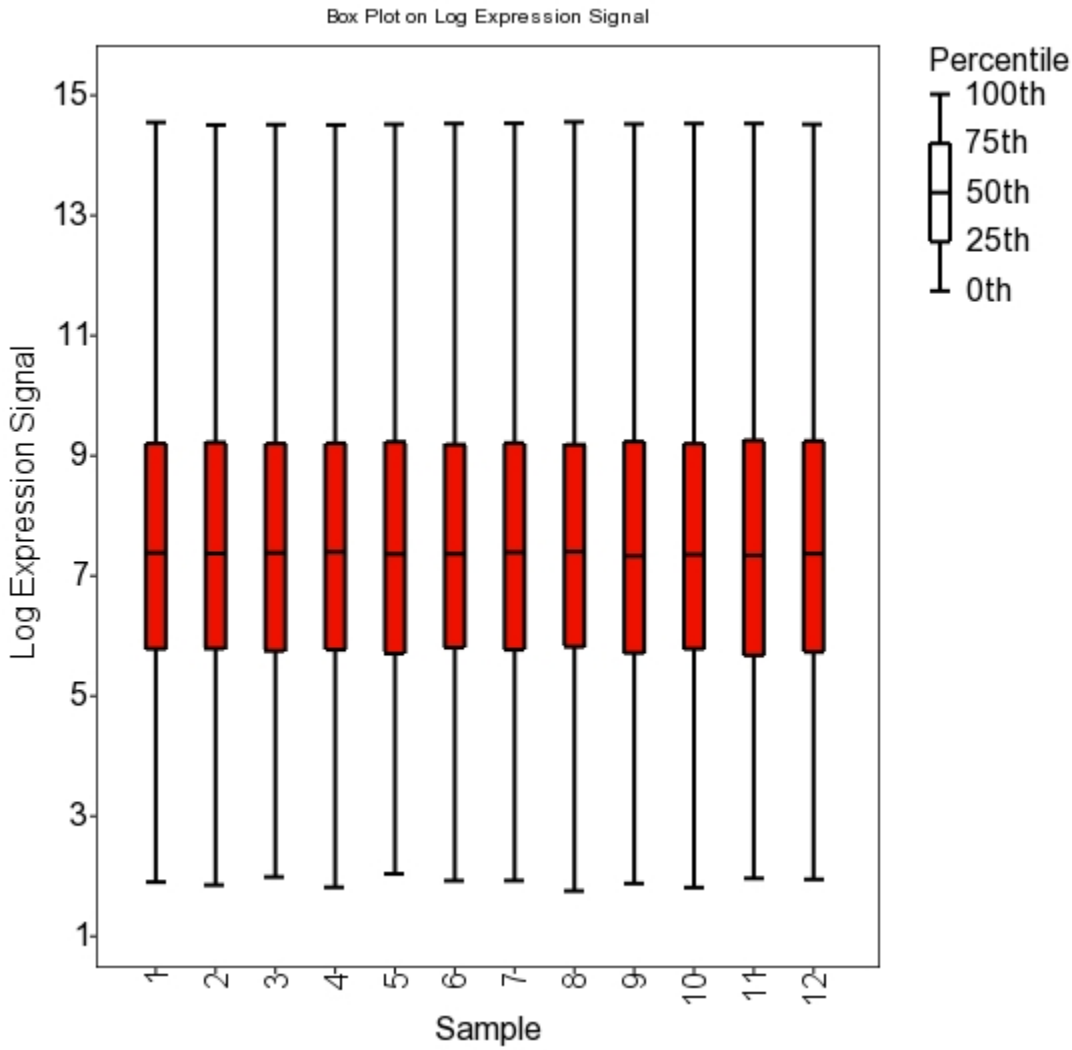

**Supplement:** Additional file 1: — Supplementary Figure 1. Box plot of the log2 expression signal for each sample (microarray chip).

# Supplementary material for: A transcriptomal analysis of bovine oviductal epithelial cells collected during the follicular phase versus the luteal phase of the estrous cycle
**Source:** Reprod Biol Endocrinol. 2015 Aug 5;13:84. doi: 10.1186/s12958-015-0077-1

Supplementary Figure 2. Overlapping sample signal intensity histogram indicating the frequency of transcripts at specific signal intensity values.

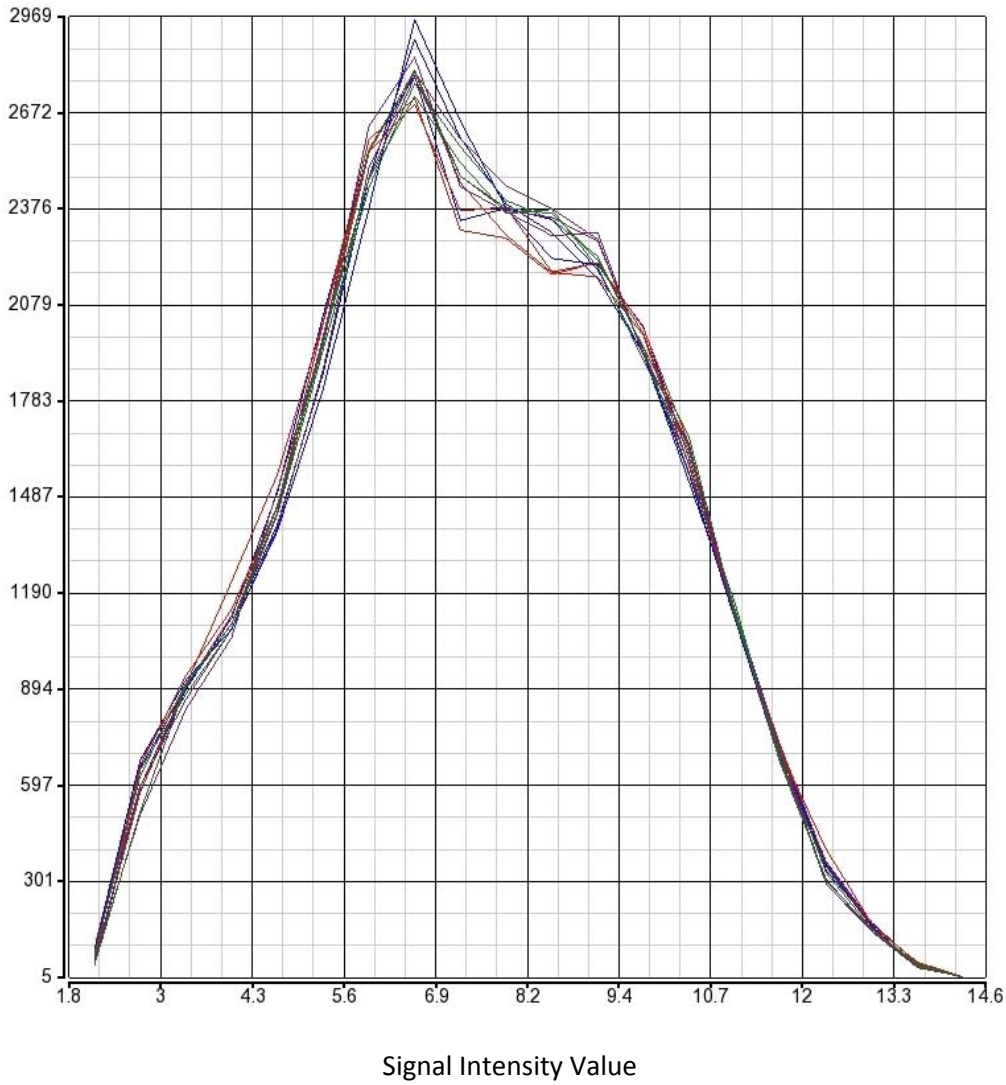

**Supplement:** Additional file 2: — Supplementary Figure 2. Overlapping sample signal intensity histogram indicating the frequency of transcripts at specific signal intensity values.

# Supplementary material for: A transcriptomal analysis of bovine oviductal epithelial cells collected during the follicular phase versus the luteal phase of the estrous cycle
**Source:** Reprod Biol Endocrinol. 2015 Aug 5;13:84. doi: 10.1186/s12958-015-0077-1

Supplementary Figure 3. Top 6 Canonical pathways from up- and down-regulated differentially expressed genes within epithelial cells of the ampulla in the follicular versus luteal phase. Ingenuity Pathway Analysis software was used to determine significant pathways based on the number of significant genes expressed within the pathway using Fischer's Exact test ($P < 0.05$).

A) Ampulla: Up-regulated pathways in the follicular versus luteal phases

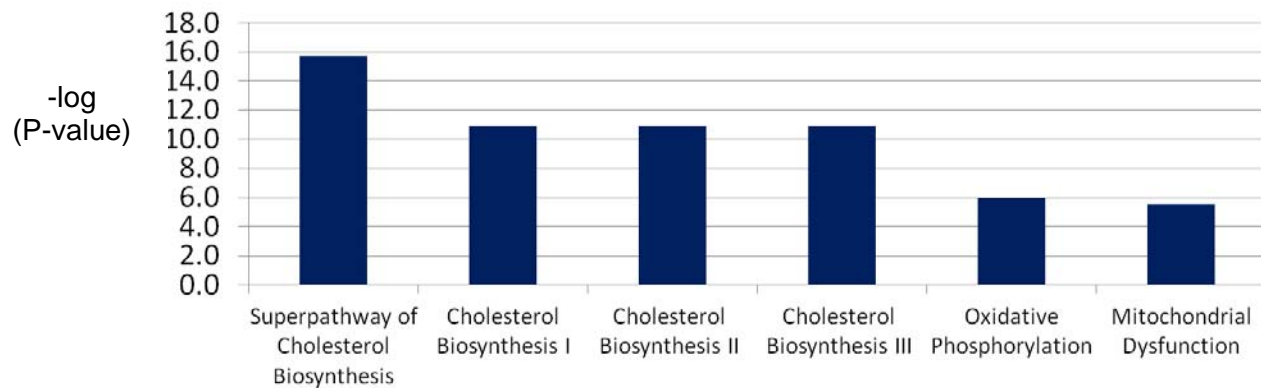

B) Ampulla: Down-regulated pathways in the follicular versus luteal phases

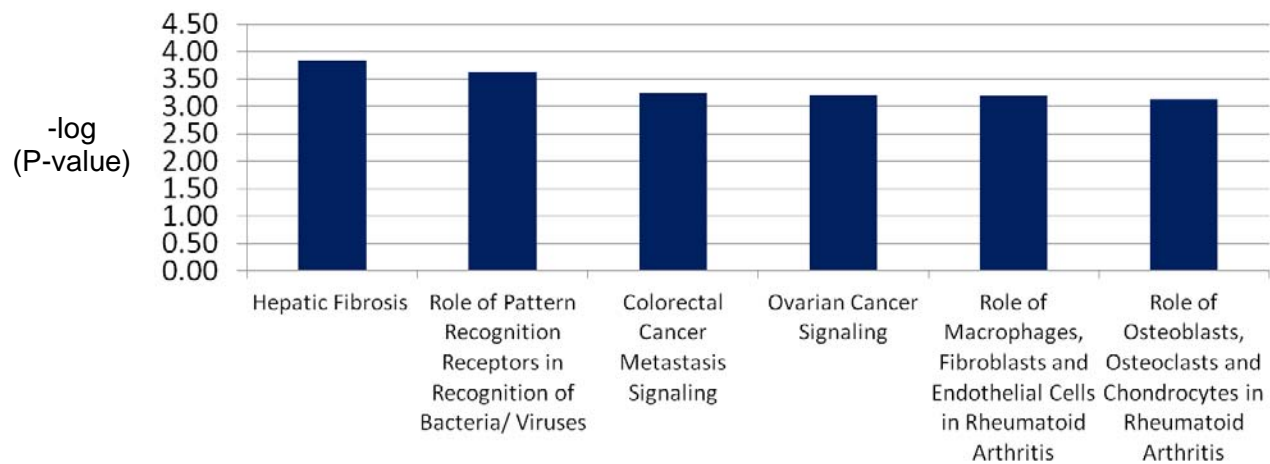

**Supplement:** Additional file 8: — Supplementary Figure 3. Top 6 Canonical pathways from up- and down-regulated differentially expressed genes within epithelial cells of the ampulla in the follicular versus luteal phase. Ingenuity Pathway Analysis software was used to determine significant pathways based on the number of significant genes expressed within the pathway using Fischer’s Exact test (P <0.05). A) Ampulla: Up-regulated pathways in the follicular versus luteal phases. B) Ampulla: Down-regulated pathways in the follicular versus luteal phases.

# Supplementary material for: A transcriptomal analysis of bovine oviductal epithelial cells collected during the follicular phase versus the luteal phase of the estrous cycle
**Source:** Reprod Biol Endocrinol. 2015 Aug 5;13:84. doi: 10.1186/s12958-015-0077-1
**Supplement:** Additional file 9: — Supplementary Table 6. Canonical pathway analysis of down-regulated DEGS within epithelial cells of the ampulla in the follicular versus luteal phase groups (P < 0.05).

Supplementary Table 6. Canonical pathway analysis of down-regulated DEGS within epithelial cells of the ampulla in the follicular versus luteal phase groups ($P < 0.05$).

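The paper lists in Table S6 the DEGs of each pathway that was lower within epithelial cells of the ampulla in the FP versus the LP groups. Of these, 97 genes had a probeset with 1 symbol under the name in the table. DDX58 was not counted, since the annotation names it RIGI, which had -0.73 in the ampulla (adjusted p = 0.0142, and 0.0572 without LP replicate 2) and -1.34 in the isthmus (adjusted p = 0.000678), lower in both. In the ampulla 83 were lower, none was higher and 14 were not called (88 lower when adjusted over the list alone), with a median log2 difference of -0.86 and a shift at an adjusted p of 1.45e-32 (0.00101 with an estimated correlation). In the isthmus 51 were lower and 1 was higher (57 and 1 adjusted over the list alone), with a median of -0.72 and a shift at an adjusted p of 3.48e-21 (0.00256 with an estimated correlation). The study chose these genes on the same samples, so neither count is independent evidence. The list includes VCAM1, BMP4 and BCL2 and also genes of immune cells, and on the same arrays the T and NK cell marker list had mean differences of -0.95 in the ampulla and -0.73 in the isthmus.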

Canonical Pathways	P-value	Differentially expressed genes within pathway
Hepatic Fibrosis / Hepatic Stellate Cell Activation	< 0.001	VCAM1,IL1RAPL2,SMAD3,TNFSF10,PDGFC,FAS,BCL2,TGFBR2,MET,CSF1,HGF,IGFBP3,FIGF,TNFSF13B,EGFR
Role of Pattern Recognition Receptors in Recognition of Bacteria and Viruses	< 0.001	CLEC7A,OAS2,DDX58,TLR6,TLR8,TLR7,C1QA,C1QB,RNASEL,C3AR1,PRKD1
Colorectal Cancer Metastasis Signaling	0.001	MMP7,SMAD3,TLR8,PDGFC,CCND1,TGFBR2,FOS,ARRB1,FZD4,TLR6,SMO,TLR7,FIGF,FNBP1,EGFR,FZD7
Ovarian Cancer Signaling	0.001	MMP7,ARRB1,FZD4,FGF9,SMO,FIGF,CCND1,PDGFC,FZD7,EGFR,BCL2
Role of Macrophages, Fibroblasts and Endothelial Cells in Rheumatoid Arthritis	0.001	VCAM1,IL1RAPL2,IL15,TLR8,PDGFC,CCND1,FOS,FZD4,NFAT5,CSF1,TLR6,SMO,TLR7,FIGF,TRAF5,TNFSF13B,PRKD1,FZD7
Role of Osteoblasts, Osteoclasts and Chondrocytes in Rheumatoid Arthritis	0.001	NAIP,BMP4,IL1RAPL2,PTK2B,MAP3K5,CSF1R,BCL2,FOS,NFAT5,FZD4,FOXO1,CSF1,SMO,TRAF5,FZD7
Complement System	0.001	SERPING1,CD59,C1QA,C1QB,C3AR1
Molecular Mechanisms of Cancer	0.002	NAIP,BMP4,SMAD3,PTCH1,CDK6,MAP3K5,BMPR1B,CCND1,FAS,BCL2,TGFBR2,FOS,FZD4,FOXO1,SUFU,RASGRP1,SMO,FNBP1,PRKD1,FZD7
Granulocyte Adhesion and Diapedesis	0.002	HRH1,CLDN10,SELL,MMP7,VCAM1,IL1RAPL2,CLDN8,CLDN1,CLDN16,CXCL2,SELPLG
Leukocyte Extravasation Signaling	0.002	CLDN10,TIMP3,MMP7,VCAM1,PTK2B,SELPLG,CLDN8,CLDN1,CLDN16,VAV3,RASGRP1,NCF2,PRKD1
Macropinocytosis Signaling	0.003	MET,CSF1,HGF,ITGB6,CSF1R,PDGFC,PRKD1
Altered T Cell and B Cell Signaling in Rheumatoid Arthritis	0.004	CSF1,TLR6,IL15,TLR8,TLR7,TNFSF13B,FAS
Spermine and Spermidine Degradation I	0.005	SMOX,SAT1
IL-8 Signaling	0.005	HMOX1,FOS,VCAM1,PTK2B,NCF2,FIGF,CCND1,PDGFC,FNBP1,PRKD1,EGFR,BCL2
B Cell Receptor Signaling	0.006	BLNK,MAP3K15,NFAT5,FOXO1,PTK2B,DAPP1,PAG1,VAV3,EGR1,MAP3K5,BCL6
HER-2 Signaling in Breast Cancer	0.006	FOXO1,CDK6,MAP3K5,ITGB6,CCND1,PRKD1,EGFR
Bladder Cancer Signaling	0.006	DAPK1,MMP7,FGF9,FIGF,CCND1,PDGFC,EGFR
Basal Cell Carcinoma Signaling	0.009	BMP4,FZD4,SUFU,PTCH1,SMO,FZD7
Crosstalk between Dendritic Cells and Natural Killer Cells	0.009	KLRD1,TYROBP,IL15,TLR7,TNFSF10,FAS

Agranulocyte Adhesion and Diapedesis	0.009	HRH1,CLDN10,SELL,MMP7,VCAM1,CLDN8,CLDN1,CLDN16,CXCL2,SELPLG
Pancreatic Adenocarcinoma Signaling	0.009	TGFB2,HMOX1,SMAD3,FIGF,CCND1,PDGFC,EGFR,BCL2
TGF- β Signaling	0.011	TGFB2,FOS,BMP4,SMAD3,VDR,BMPR1B,BCL2
Factors Promoting Cardiogenesis in Vertebrates	0.012	TGFB2,BMP4,FZD4,SMO,BMPR1B,PRKD1,FZD7
Death Receptor Signaling	0.012	NAIP,PARP8,TNFSF10,MAP3K5,PARP9,FAS,BCL2
NF- κ B Signaling	0.015	TGFB2,BMP4,TLR6,TLR8,TLR7,TRAF5,INSR,BMPR1B,TNFSF13B,EGFR
Natural Killer Cell Signaling	0.016	KLRD1,TYROBP,VAV3,KLRB1,CD244,PRKD1,KLRC1
STAT3 Pathway	0.017	TGFB2,PIM1,INSR,BMPR1B,EGFR,BCL2
PTEN Signaling	0.017	TGFB2,FOXO4,FOXO1,INSR,BMPR1B,CCND1,EGFR,BCL2
Communication between Innate and Adaptive Immune Cells	0.018	TLR6,IL15,TLR8,TLR7,TNFSF13B
RAR Activation	0.018	FOS,DUSP1,SDR16C5,SMAD3,PNRC1,IGFBP3,MAP3K5,ZBTB16,PNPLA4,PRKD1
Glioblastoma Multiforme Signaling	0.020	FZD4,FOXO1,CDK6,SMO,CCND1,PDGFC,FNBP1,FZD7,EGFR
Regulation of the Epithelial-Mesenchymal Transition Pathway	0.022	MET,TGFB2,FZD4,EGR1,SMAD3,HGF,FGF9,SMO,FZD7,EGFR
B Cell Activating Factor Signaling	0.022	FOS,NFAT5,TRAF5,TNFSF13B
IL-15 Production	0.022	PTK2B,IL15,IRF1
Human Embryonic Stem Cell Pluripotency	0.024	TGFB2,BMP4,FZD4,FOXO1,SMAD3,SMO,PDGFC,FZD7
HGF Signaling	0.025	MET,MAP3K15,FOS,HGF,MAP3K5,CCND1,PRKD1
Retinoic acid Mediated Apoptosis Signaling	0.030	PARP8,TNFSF10,PARP9,IRF1
Thio-molybdenum Cofactor Biosynthesis	0.030	MOCOS
p38 MAPK Signaling	0.032	TGFB2,RPS6KA6,IL1RAPL2,DUSP1,DUSP10,MAP3K5,FAS
Hematopoiesis from Multipotent Stem Cells	0.033	CSF1,IL15
Amyotrophic Lateral Sclerosis Signaling	0.034	NAIP,CAPN6,GRID1,FIGF,PDGFC,BCL2
Role of Tissue Factor in Cancer	0.034	RPS6KA6,ARRB1,PTK2B,CSF1,EGR1,CYR61,EGFR
Sertoli Cell-Sertoli Cell Junction Signaling	0.038	MAP3K15,CLDN10,CLDN8,CLDN1,CLDN16,PPAP2B,CGN,CAV1,MAP3K5
Sonic Hedgehog Signaling	0.040	SUFU,PTCH1,SMO
Interferon Signaling	0.048	IRF9,IRF1,BCL2

Glioma Signaling	0.049	CAMK1D,CDK6,CCND1,PDGFC,PRKD1,EGFR
T Cell Receptor Signaling	0.049	FOS,NFAT5,GRAP2,PAG1,VAV3,RASGRP1

# Supplementary material for: A transcriptomal analysis of bovine oviductal epithelial cells collected during the follicular phase versus the luteal phase of the estrous cycle
**Source:** Reprod Biol Endocrinol. 2015 Aug 5;13:84. doi: 10.1186/s12958-015-0077-1

Supplementary Figure 4. Top 6 Canonical pathways from up- and down-regulated differentially expressed genes within epithelial cells of the isthmus in the follicular versus luteal phase. Ingenuity Pathway Analysis software was used to determine significant pathways based on the number of significant genes expressed within the pathway using Fischer's Exact test ($P < 0.05$).

A) Isthmus: Up-regulated pathways in the follicular versus luteal phases

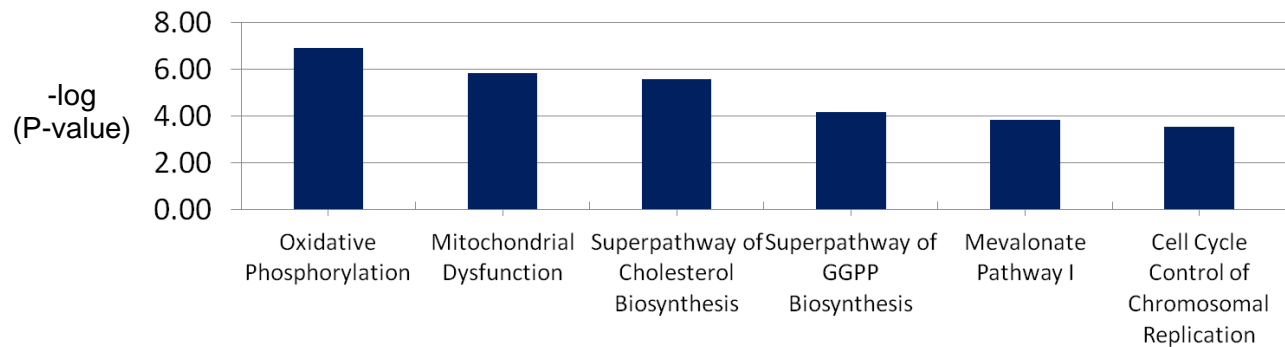

B) Isthmus: Down-regulated pathways in the follicular versus luteal phases

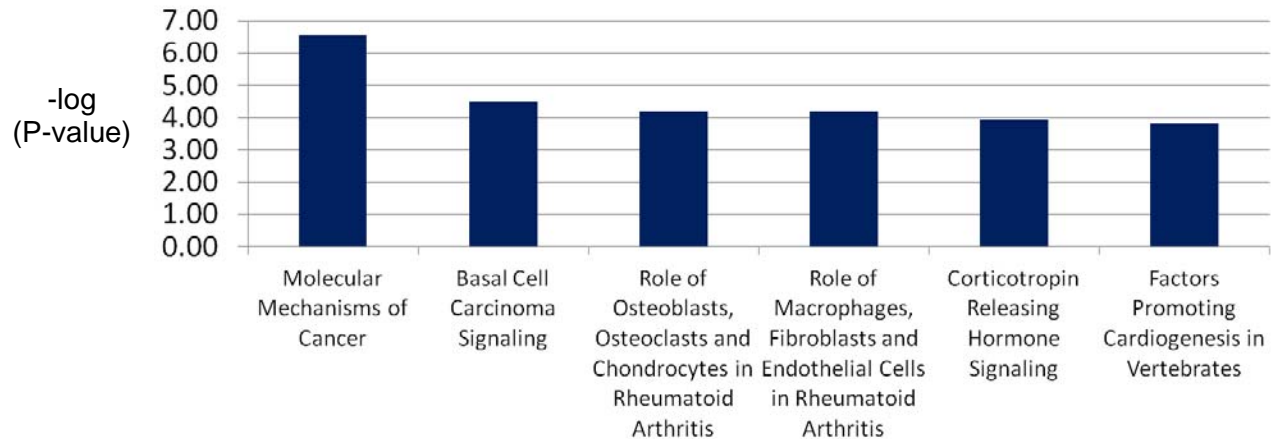

**Supplement:** Additional file 13: — Supplementary Figure 4. Top 6 Canonical pathways from up- and down-regulated differentially expressed genes within epithelial cells of the isthmus in the follicular versus luteal phase. Ingenuity Pathway Analysis software was used to determine significant pathways based on the number of significant genes expressed within the pathway using Fischer’s Exact test (P <0.05). A) Isthmus: Up-regulated pathways in the follicular versus luteal phases. B) Isthmus: Down-regulated pathways in the follicular versus luteal phases.

How the deposited data were processed for this re-analysis (not part of the article)

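RNA was measured in epithelial cells of the ampulla and the isthmus from 6 heifers, 3 killed in the FP and 3 in the LP. The FP heifers had received 25 mg of prostaglandin F2α on day 6 of the cycle and were killed 36 h later, and the LP heifers were killed on day 11 or 12. Each of the 12 RNA samples was hybridized by the authors to 1 Bovine Gene 1.0 ST array, with no pooling. The authors made the deposited log2 values with GCOS (1.2 in the submitters' notes) and Partek (6.4 in the submitters' notes), with RMA background correction, quantile normalization, a log2 transformation and median polish for the summary of each probeset, as the methods of the study state (Partek 6.6 there). These log2 values were used as deposited, for 26773 probesets, and no probeset was left out. They came without detection calls, so the size of a difference is uncertain where a group mean lies at or under the lower quartile of the arrays (5.68 to 5.82). The range and quartiles of each array were checked against this unit. The number of arrays limits the precision.

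The probesets were named from the platform's annotation. Those with several symbols (688) or none (7628) were counted but not named. A gene with more than 1 probeset, of which there were 401, was read on the probeset with the highest mean over the 12 arrays, and no gene had probesets called in opposite directions between the phases. Positions are those of ARS-UCD2.0.

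Values were computed with R 4.3.3 and limma 3.58.1, and Python 3.11.15 with matplotlib 3.10.9 drew the plots. A linear model with 1 mean per group was fitted to the 12 arrays in limma, with 8 residual degrees of freedom and empirical Bayes moderation of the variance. The contrasts were FP minus LP within the ampulla and within the isthmus, the difference of these contrasts (the phase by tissue interaction), and isthmus minus ampulla within the LP and within the FP. P-values were adjusted by the Benjamini-Hochberg method over all 26773 probesets for each contrast. A DEG had an adjusted p under 0.05 and a fold change of at least 1.5, and an interaction had an adjusted p under 0.05 with no minimum fold. The methods of the study state an F-test over the groups followed by LSD contrasts, which was run as an alternative. Principal components were computed on the centred and scaled probesets.

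The ampulla and the isthmus of a heifer are paired by the labels. After removal of group means, the correlation between the tissues in the LP was 0.26, 0.22 and 0.37 for the same heifer and ranged from -0.22 to -0.05 for different heifers, so the pairing showed there. In the FP it was -0.05, -0.17 and -0.10 for the same heifer and ranged from -0.15 to 0.24 for different heifers. The fit set in the design took the arrays as separate samples, and the value with heifer as a fixed block is given with each named interaction that passed with or without it.

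The 36 lists of genes were cholesterol biosynthesis, SREBP control and sterol uptake, mevalonate and geranylgeranyl diphosphate synthesis, mitosis, DNA replication, protein folding in the endoplasmic reticulum, oligosaccharyltransferase, oxidative phosphorylation, glycolysis, amino acid stress response, sugar and amino acid transporters, interferon-stimulated genes, pattern recognition, complement, cytokines and chemokines of inflammation, steroid hormone receptors, genes induced by estradiol or by progesterone and glucocorticoid, immediate early genes, heat shock genes, prostaglandin synthesis and signalling, BMP and TGF-beta signalling, FGF receptor and MAPK feedback inhibitors, WNT and hedgehog signalling and tight junctions. They also held markers of T and NK cells, macrophages and dendritic cells, B and plasma cells, fibroblasts, smooth muscle, endothelium, erythrocytes, mature ciliated cells, centriole amplification and secretory cells, and as lists chosen by the study the ovarian cancer signaling genes and the pathway genes of Table S6. Each was tested per tissue for over-representation among higher and among lower DEGs (one-sided Fisher's exact test, 144 tests) and for a shift against all other genes (camera with a preset correlation of 0.01, 72 tests), adjusted over the tests of a kind. Camera was run again with a correlation estimated for each list.

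Genes named in the text were taken from those that the paper names in its text and in Tables 1, 3 and 4, whose values in the paper were seen beforehand, and from those given by rule, and not all of them are printed. The rule gave the 10 largest changes per tissue and direction among DEGs whose FP and LP values do not overlap, up to 4 called members per list and tissue (or where none was called, up to 2 with the smallest p), the 5 largest interactions and the 5 largest differences between tissues per direction, and the steroid hormone receptors. Where another gene is named, the text says that it was chosen after its values were seen.

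The procedure was tested on simulated data, with 200 of 26773 probesets changed in the ampulla. It called 80.0% of those changed 2-fold and 92.0% of those changed 4-fold, against 62.0% and 90.0% for the F-test with LSD, and 3 unchanged probesets. It called 87.0% of simulated 4-fold interactions with 6 unchanged probesets. The simulated noise was independent between probesets and between the arrays of a heifer. These rates therefore do not cover genes that vary together or paired tissues.

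Alternatives covered the test (F-test with LSD, LSD contrasts adjusted over all probesets, limma TREAT against a fold of 1.5), the arrays in the fit, heifer as a fixed or random block, the fold minimum (none or 2), a threshold of 0.01, leaving out the dimmest 25% of the probesets, quantile normalization or median subtraction, a variance trend with robust moderation, array weights, genes in place of probesets, the probeset read for a gene, the scaling of the principal components, the model behind the F ratio, and leaving out each heifer in turn with both its arrays. Where this left an arm with fewer arrays, the pooled variance of limma was used.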

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

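The tests of explanations for the cholesterol, immediate early and immunity patterns in this part were chosen only after the result was seen, except that of fibroblast markers.

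The change from the LP to the FP differed between the tissues for 41 probesets by the interaction test. In the isthmus CLEC3A rose while it did not pass in the ampulla, with an interaction of 3.48, and likewise VAT1L (2.13) and the small heat shock protein CRYAB (1.39, adjusted p = 0.0264). Named genes that fell in the isthmus and did not pass in the ampulla were KSR2 (-2.95), BSP3 (-3.16, with 3 of its 4 groups at low signal), LOC522479 (-3.21, with its LP ampulla group at low signal), SEMA5A (-2.55), NDP (-2.11) and the hedgehog ligand IHH (-1.79). Other probesets among the 41 are not named here. IHH fell by 1.41 in the isthmus (SE 0.17, adjusted p = 0.000591), with a log2 difference of 0.38 (adjusted p = 0.166) in the ampulla. LOC407163 (-3.55) and the phosphatase inhibitor PPP1R1A (-2.49) rose in the ampulla and did not pass in the isthmus. The cholesterol exporter ABCA1 (-1.28) fell more in the isthmus, by 1.95, and DCLK2 (1.34) fell in the ampulla and rose in the isthmus. INSIG1 (-2.04) rose in both tissues and more in the ampulla, and FDFT1 (-1.61) and CYP51A1 (-1.45) rose in the ampulla and did not pass in the isthmus. In the ampulla the call of ABCA1 ended without FP replicate 1 or LP replicate 1 (adjusted p up to 0.0657). That of DCLK2 ended there without FP replicate 2 or 3 or LP replicate 2 or 3 (up to 0.0666), and in the isthmus without FP replicate 2 or LP replicate 2 (up to 0.0622).

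With heifer as a random block all 41 stayed among 59 calls. With heifer as a fixed block, KSR2, LOC522479, INSIG1, FDFT1, IHH and CLEC3A stayed under an adjusted p of 0.05 for the interaction (0.00286, 0.035, 0.0109, 0.0208, 0.0109 and 0.0208). NDP (0.0771), CRYAB (0.0683), VAT1L (0.0803), CYP51A1 (0.0931), SEMA5A (0.104), LOC407163 (0.11), ABCA1 (0.122), PPP1R1A (0.154), BSP3 (0.19) and DCLK2 (0.2) did not. SERPINB12 (-3.76) and KLF17 (-3.09), which did not pass without a block (0.0583 and 0.0816), passed with it (0.00286 and 0.0208). The interaction ended without any 1 FP heifer for KSR2 (adjusted p up to 0.145), INSIG1 (0.136) and FDFT1 (0.121), and without any 1 FP heifer or LP replicate 2 for BSP3 (0.302). It ended without any 1 FP heifer or LP replicate 2 or 3 for ABCA1 (0.228), CYP51A1 (0.274), DCLK2 (0.302), LOC522479 (0.178) and NDP (0.152), and without FP replicate 2 or 3 or LP replicate 2 or 3 for IHH and PPP1R1A (both 0.211) and VAT1L (0.166). It ended without FP replicate 2 or LP replicate 2 for CLEC3A (0.145), without FP replicate 1 or 2 or LP replicate 2 or 3 for LOC407163 (0.204), without any 1 FP heifer or LP replicate 1 or 2 for CRYAB (0.211), and without any 1 of the 6 heifers for SEMA5A (0.27). Without each FP heifer the count was 4, 0 and 2 for replicates 1, 2 and 3, and without each LP heifer 141, 4 and 20. The 10 splits of the heifers are too few for a share under 0.05. The real split gave 41 and the highest of the others 0, so it was 1 of 10 with a value as large.

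Cholesterol synthesis genes rose more in the ampulla than in the isthmus. All 16 genes had a negative interaction, with a median of -0.89 (camera p = 2.02e-18, and 0.00632 with an estimated correlation), and the LP heifers had higher levels in the isthmus than in the ampulla by 0.72, 0.77 and 0.74, against -0.22, -0.02 and 0.04 in the FP heifers. These values restate that the change differs between the tissues, and they are not a separate test of a phase effect. Saturation of bright probesets is argued against, since the 6 members with every group below a log2 signal of 10.22 had a median interaction of -0.70 (quartiles -1.08 and -0.41). More stromal cells in the LP isthmus stay open, with fibroblast markers 0.24 higher there than in the LP ampulla (median of 19 genes, quartiles -0.06 and 0.53).

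Some immediate early genes, FOS and EGR1 among them, were lower in the FP and spread among the LP heifers. A general drop of the list stays open: 18.5% of its 27 genes were called lower in the ampulla and 11.1% in the isthmus, but a gene that was not called may still have dropped, and the downward shift in the ampulla (camera, adjusted p = 0.0154) did not pass without LP replicate 1 (0.0845) or with an estimated correlation (0.423). The 5 lower genes of the ampulla were 2 without FP replicate 1 and 1 without FP replicate 2 or 3, and the 3 of the isthmus were 1 without FP replicate 1 or LP replicate 1 and 0 without FP replicate 2 or 3. The handling of single LP heifers stays open, and the 5 calls of FOS and EGR1 lost of 12 without an LP heifer do not decide it: without LP replicate 3 the differences hardly moved with a wider SE for EGR1 in the ampulla (-3.19, SE 0.97, adjusted p = 0.0645, against -3.33, SE 0.79) and for FOS (-2.48, SE 0.73, adjusted p = 0.0576, against -2.43, SE 0.63) and EGR1 (-2.68, SE 0.97, adjusted p = 0.111, against -2.58, SE 0.79) in the isthmus, while without LP replicate 1 they were smaller in the isthmus (EGR1 -1.92, SE 0.55, adjusted p = 0.0561, and FOS with an SE of 0.61, adjusted p = 0.0673), and both isthmus calls and that of EGR1 in the ampulla also ended without any 1 FP heifer (adjusted p up to 0.157). The LP heifers lay 0.81, -0.87 and 0.05 from their mean over the called genes of the list in the ampulla and 0.47, -0.17 and -0.29 in the isthmus, so that replicate 3 differed in sign between the tissues, and a biological difference between the phases was not separated from these.

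Some genes of immunity were lower in the FP, with shifts of the interferon, complement and cytokine lists that did not pass with an estimated correlation (adjusted p from 0.168 to 0.539 in the 2 tissues). The shift of the pattern recognition list passed with it in the ampulla (adjusted p = 0.0288) and not in the isthmus (0.0573). The lower immunity genes go with lower markers of some immune cell types in the FP preparations, which fewer of these cells would give. Cells were not counted. The shifts of the T and NK cell and the macrophage and dendritic cell lists did not pass with an estimated correlation either (adjusted p from 0.251 to 0.412). Of the T and NK cell markers, 9 were lower in the ampulla, and 2 without FP replicate 2 or LP replicate 1. Of the macrophage and dendritic cell markers, 6 were lower in the isthmus, and 1 without FP replicate 1 or 3. The medians of T and NK cell and of macrophage and dendritic cell markers were all at or below -0.46 in both tissues. Those of B and plasma cell markers were -0.11 and 0.02. A lower signal of every minor cell type through normalization is argued against, since in the ampulla the medians were -0.16 for fibroblast, -0.00 for endothelial, 0.05 for smooth muscle and -0.11 for B and plasma cell markers. Whether fewer immune cells are the only cause stays open: 20 of 35 fallen values of innate genes had an FP signal above the median of 7.37, but so had 8 of 32 fallen marker values. A change of expression in the epithelial cells with the phase was not tested apart from this.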

How the results depend on the processing

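The counts of DEGs between the phases stayed within 1.5 times 2094 in the ampulla and 2259 in the isthmus with the F-test and LSD, LSD contrasts adjusted over all probesets, the arrays of 1 tissue alone, heifer as a random block, no dim probesets, quantile normalization, median subtraction, trend and robust moderation, array weights and genes in place of probesets. Without each heifer in turn they ranged from 1483 to 2149 in the ampulla, from 1764 to 2146 in the isthmus and from 761 to 1087 for the 1068 DEGs of both tissues. No called result took the opposite direction under any alternative.

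The thresholds moved these counts. With TREAT against a fold of 1.5 there were 202 DEGs in the ampulla, 176 in the isthmus and 67 in both. With no fold minimum there were 4414, 4573 and 2513, with a fold of 2 there were 679, 782 and 285, and with an adjusted p under 0.01 there were 1375, 1450 and 678. These settings change the threshold itself.

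With the animal number as a replicate block within each tissue, 733 DEGs were called in the ampulla, 1030 in the isthmus and 312 in both. The FP and LP animals of a number are different heifers, and after removal of group means their correlation ranged from -0.11 to 0.09, against -0.09 to 0.19 for animals of different numbers. The replicate block spends degrees of freedom on groups that the design does not give. The cause of the lower counts was not tested.

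The phase by tissue interaction, with 41 probesets, depended most on the setting. With heifer as a fixed block (the replicate block of this contrast) 19 were called, 13 of the 41 among them, with heifer as a random block 59, all 41 among them, and with trend and robust moderation 72. Among the named genes, the fixed block ended 10 interactions and called those of SERPINB12 and KLF17, the random block called these and AKR1B1, GFAP, IDI1 and MFSD2A, and neither changed the call of another interaction. Without 1 heifer the count ranged from 0 (without FP replicate 2) to 141 (without LP replicate 1). Tests chosen after seeing the data gave 678 (F-test and LSD), 1 (LSD contrasts adjusted over all probesets) and 0 (TREAT, against 2606 probesets at an unadjusted p under 0.05 in limma). The cause was not tested.

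The isthmus differed from the ampulla in 1871 probesets in the LP and 629 in the FP, in a fit that took the tissues of a heifer as separate samples. With heifer as a fixed block the counts were 1825 in the LP and 566 in the FP, and with a random block 1961 and 747. In the fit with no block, leaving out 1 heifer gave 1067 (without LP replicate 2) to 1784 in the LP. In the FP it gave 113 (without FP replicate 2) to 615. With tests chosen after seeing the data, the FP count was 1013 (F-test and LSD), 340 (LSD contrasts adjusted over all probesets) and 107 (TREAT), and the LP count was 408 with TREAT. The cause was not tested for the F-test with LSD, and TREAT asks for more than the fold itself.

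Of 72 tests for a shift of a list, 44 passed with the preset correlation and 3 with an estimated correlation. The estimate widens the null distribution of lists whose genes vary together. The 3 were the Table S6 genes in the ampulla (adjusted p = 0.00101) and the isthmus (0.00256) and pattern recognition in the ampulla (0.0288). The study chose the Table S6 genes on the same samples, so their shifts are not independent evidence. The counts here include them and the ovarian cancer list. Of 144 tests for over-representation, 47 passed, and between 32 and 43 without each heifer in turn, while the shifts ranged from 40 to 46.

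PC1 held 28.04% of the variance, 38.23% when the probesets were centred only and 32.96% without the dimmest 25% of the probesets. PC2 held 17.75%, 22.58% and 20.00% under these settings, and PC3 9.67%, and 7.22% when centred only. Without each heifer in turn the ranges were 28.14% to 30.21%, 18.11% to 20.03% and 10.07% to 11.29%. The mean F ratio of 7.95 ranged from 6.80 to 8.16 without each heifer, and the ratios of mean squares of a 2-way model were 6.41 for phase, 6.99 for tissue and 1.39 for their interaction.

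For single genes, 10279 values under an alternative kept their side of the threshold, 1398 fell short of it and 134 passed it newly. The direction was compared only for genes called in the main fit.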

Differences from the paper's values

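The fold change of SLC2A10 in the ampulla is 9.54 in Table 3 of the paper and was 11.60 here. Of the alternatives set before the data were examined, only leaving out a heifer, array weights, quantile normalization and median subtraction can move a fold. Leaving out FP replicate 1 or LP replicate 1 brought the value within 1 group SD (the larger of the FP and LP groups, log2) of the paper's. The others of these did not. CHRDL1 in the ampulla is -3.31 in the paper and was -4.86 here, within that SD without FP replicate 1 and under none of the others. PLA2G4D in the isthmus is 7.64 in Table 4 of the paper and was 9.57 here. It came within that SD with array weights, without FP replicate 1, without LP replicate 2 and without LP replicate 3, and not under the others. In Table 1, LDHA in the ampulla is 2.22 in the paper and was -1.12 here. EGR1 in the isthmus is 5.35334 in the paper and was -5.98 here. Neither came to the side of the paper's value under any alternative that can move a fold. Table 4 of the paper lists EGR1 in the isthmus with a negative sign, the sign found here. In Table 1 the paper's RT-PCR is lower in the FP for EGR1 in the isthmus. For LDHA in the ampulla it is higher in the FP, the direction of the paper's array value. Every alternative read the same probeset of a gene, so a difference in the probeset was not tested.

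The number of lower DEGs in the ampulla is 595 in the paper and was 904 probesets here (656 as genes with 1 symbol), at the paper's thresholds. The paper calls the units of its counts transcripts in some places and genes in others, gives a slightly different count in its abstract, and does not state how probesets of 1 gene were counted, and its methods give the adjusted p for the F-test, while it was applied here to each contrast. It came within 1.5 times the paper's count with the F-test and LSD of the methods, LSD contrasts adjusted over all probesets, the arrays of the tissue alone, an adjusted p under 0.01, without the dimmest 25%, with quantile normalization, with median subtraction, without each of FP replicates 1, 2 and 3 and LP replicates 1 and 2, and with genes in place of probesets. It did not under the other 8. The number of DEGs called in the ampulla and not in the isthmus is 616 in the paper and was 1026 here. It came within 1.5 times the paper's with the F-test and LSD, LSD contrasts adjusted over all probesets, the replicate block, an adjusted p under 0.01, without FP replicate 1, FP replicate 2 or LP replicate 1, and with genes in place of probesets, and not under the other 13. The mean F ratio is 30.78 in the paper and was 7.95 here, and none of 9 alternatives came within 1.5 times the paper's.

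Over 81 fold changes of the paper's tables, 79 had the same sign here. For the 69 of Tables 3 and 4, the paper's log2 fold was between 0.76 and 1.03 times the value here, with a median of 0.94.

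The paper states that IGFBP3 was lower in the ampulla. Its difference of -0.80 did not pass here (adjusted p = 0.0781). It passed with the F-test and LSD of the methods, with the arrays of the tissue alone (adjusted p = 0.0324), with array weights (0.0498) and without LP replicate 1 (0.0489). The paper lists PDGFC among the lower genes of the ampulla. Its difference of -0.58 did not pass here (adjusted p = 0.0934), and it passed without LP replicate 3 (0.0411). The paper gives EGR1 as the gene with the largest drop in the ampulla, where FOS fell by 3.34 and EGR1 by 3.33. SERPINB12 fell by 5.00 in the isthmus, more than any gene that Table 4 of the paper lists, and it is not in that table. UTS2B (3.85), CRISP3 (3.57) and ESM1 (3.43) rose there by more than most genes of the table and are not in it. These 3 calls ended without a heifer: UTS2B without any 1 FP heifer or LP replicate 2 or 3 (adjusted p up to 0.0708, with 2.83 without LP replicate 2 and 5.17 without LP replicate 1), CRISP3 without FP replicate 2 or 3 or LP replicate 2 or 3 (up to 0.121, with 2.60 without LP replicate 2 and 4.40 without LP replicate 1), and ESM1 without any 1 FP heifer or LP replicate 2 (up to 0.0959, with 2.65 without LP replicate 2 and 4.03 without LP replicate 1). The paper gives mevalonate pathways among those raised in the isthmus, where 1 of 6 genes of the list was higher here.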

Other observations

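Progesterone receptor (PGR) rose by 1.43 within epithelial cells of the isthmus in the FP versus the LP groups (SE 0.24, adjusted p = 0.00317) and the estrogen receptor ESR2 fell by 1.39 (SE 0.25, adjusted p = 0.00433), both also without each heifer in turn. In the ampulla PGR rose by 0.89 (adjusted p = 0.0309), a call that ended without FP replicate 1 or 3 or any 1 LP heifer (adjusted p up to 0.12), and ESR2 fell by 1.05 (adjusted p = 0.0174), which ended without FP replicate 1 or 2 (up to 0.0884). ESR1 had a signal between 12.33 ± 0.16 and 12.65 ± 0.05 in the 4 groups, with differences of -0.12 (adjusted p = 0.588) in the ampulla and 0.06 (adjusted p = 0.813) in the isthmus. The mineralocorticoid receptor NR3C2 fell by 1.09 in each tissue (adjusted p = 0.000401 and 0.000461), and the membrane progesterone receptor PAQR5 fell by 1.84 in the isthmus (adjusted p = 0.00138). PGRMC1 had 0.53 in the isthmus (adjusted p = 0.00812), under the minimum fold. Of 11 steroid hormone receptors, 3 were lower and 1 was higher in each tissue, the same counts as when adjusted over the list alone, with 1 lower in the ampulla without FP replicate 1 or 2, and neither list shifted (adjusted p = 0.628 and 0.89). In the isthmus the list had a median of 0.08 and a mean of -0.18. They were over-represented among lower genes (one-sided Fisher's exact test, adjusted p = 0.0224 and 0.0377), in the ampulla not without any 1 FP heifer or LP replicate 1 (up to 0.615). GREB1, an established target of estradiol, rose by 1.36 in the ampulla (SE 0.13, adjusted p = 0.000147) and 1.24 in the isthmus (adjusted p = 0.000309). Of 22 genes induced by estradiol or by progesterone and glucocorticoid in other tissues, 2 were higher and 3 lower in the ampulla (2 and 6 when adjusted over the list alone, shift adjusted p = 0.164), and 2 higher and 6 lower in the isthmus (2 and 8). The isthmus list shifted down at an adjusted p of 0.0404 (adjusted p = 0.281 with an estimated correlation), which did not pass without FP replicate 2 or LP replicate 1 (up to 0.102). Its higher count was 1 without FP replicate 1 or 3 or LP replicate 2, and in the ampulla 1 without each heifer but FP replicate 2.

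Genes of early multiciliated cell differentiation lie close together on chromosome 20 of ARS-UCD2.0: CCNO from 23901050 to 23903878, MCIDAS from 23907124 to 23917457 and CDC20B. CCNO rose by 1.38 in the ampulla in the FP (SE 0.23, adjusted p = 0.00295), also without each heifer in turn, and MCIDAS, chosen after its values were seen, by 0.94 (SE 0.17, adjusted p = 0.00454). Of 22 genes of centriole amplification, 7 were higher and none was lower in the ampulla (7 when adjusted over the list alone, one-sided Fisher's exact test, adjusted p = 0.000815), while the shift had an adjusted p of 0.0508. In the isthmus 5 were higher (6 adjusted over the list alone), with a shift at an adjusted p of 0.0269 (adjusted p = 0.43 with an estimated correlation) that did not pass without FP replicate 3 or LP replicate 2 (up to 0.103), and with a Fisher's exact test (adjusted p = 0.0186) that did not pass without FP replicate 2 or 3 or LP replicate 1 or 2 (up to 0.712), and with counts of 3 without FP replicate 2 and 2 without FP replicate 3 or LP replicate 1 or 2. Of 29 markers of mature ciliated cells, 4 were lower in the ampulla (4 adjusted over the list alone), DNAH9 among them with -0.65 (SE 0.11, adjusted p = 0.00354), with a shift at an adjusted p of 0.00959 (adjusted p = 0.49 with an estimated correlation, and 0.0524 without LP replicate 1) and 2 lower without LP replicate 1. In the isthmus 1 was lower (1 adjusted over the list alone), with a median of -0.03 against a test in the upward direction (shift adjusted p = 0.865). Of 18 secretory cell markers, 1 was higher in the ampulla (1 higher and 1 lower adjusted over the list alone, shift adjusted p = 0.277), and 2 were higher and 2 lower in the isthmus (3 and 2, shift adjusted p = 0.797), with 4 higher without LP replicate 1. The mucin MUC1 rose by 0.76 in the ampulla (adjusted p = 0.00263) and 0.82 in the isthmus (adjusted p = 0.00162).

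PSAT1, an enzyme of serine synthesis, rose in the FP by 1.81 in the ampulla (SE 0.28, adjusted p = 0.00206) and 2.09 in the isthmus (adjusted p = 0.00101). Of 16 genes of the amino acid stress response, 11 were higher in the ampulla and 9 in the isthmus, the same counts as when adjusted over the list alone, with shifts at adjusted p of 2.64e-07 (adjusted p = 0.168 with an estimated correlation) and 2.09e-06 (adjusted p = 0.204 with an estimated correlation). Among sugar and amino acid transporters, SLC7A5 rose by 1.88 in the ampulla (SE 0.12, adjusted p = 1.92e-05) and 1.41 in the isthmus (adjusted p = 0.000116). Of 28 transporters, 7 were higher and 2 lower in the ampulla (7 and 2 adjusted over the list alone) and 5 were higher and 5 lower in the isthmus (5 and 5), with no shift (adjusted p = 0.488 in each). The ampulla list had a median of -0.13, a mean of 0.23 and a test in the upward direction, and higher genes were over-represented (Fisher's exact test, adjusted p = 0.00325). In the isthmus both directions were over-represented (adjusted p = 0.0455 higher, 0.0274 lower), the higher not without any 1 of FP replicates 1, 2 and 3 and LP replicates 1, 2 and 3 (up to 0.329) and the lower not without any 1 FP heifer or LP replicate 1 or 2 (up to 0.219). The lower count in the ampulla was 1 without FP replicate 1 or 2, and in the isthmus 3 were higher without FP replicate 3 or LP replicate 2 and 3 lower without FP replicate 2 or LP replicate 2. Of 11 heat shock genes, 1 was higher in the ampulla (shift adjusted p = 0.0786) and 3 in the isthmus (adjusted p = 0.00032, and adjusted p = 0.137 with an estimated correlation), the same counts as when adjusted over the list alone. In the isthmus 3 of 27 immediate early genes were lower and 1 was higher (5 and 1 adjusted over the list alone, shift adjusted p = 0.0813), with 1 lower without FP replicate 1 or LP replicate 1 and 0 without FP replicate 2 or 3.

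Of 12 B and plasma cell markers, 1 was higher in each tissue (ampulla 1 higher and 1 lower, isthmus 1 higher, adjusted over the list alone), DERL3, which is also a gene of degradation in the endoplasmic reticulum, and the list did not shift (adjusted p = 0.797 and 0.695; isthmus median 0.02, mean -0.04). The isthmus call of DERL3 (0.64) ended without FP replicate 2 or 3 or any 1 LP heifer (adjusted p up to 0.104). Of 19 fibroblast markers, 0 were called in the ampulla (0 when adjusted over the list alone), and in the isthmus MFAP5 was higher and FBLN1 lower (1 and 1, shift adjusted p = 0.223). MFAP5 ended without FP replicate 1 or 3 or LP replicate 2 or 3 (adjusted p up to 0.0945) and FBLN1 without FP replicate 3 or LP replicate 2 (up to 0.0687). Of 14 smooth muscle markers, 0 were called in the ampulla (0 adjusted over the list alone, shift adjusted p = 0.721), and in the isthmus CALD1 was higher and MYH11 lower (2 and 1, shift adjusted p = 0.797), CALD1 not without any 1 FP heifer or LP replicate 2 or 3 (adjusted p up to 0.182). Of 14 endothelial and 6 erythrocyte markers, 0 were called by limma in either tissue (0 adjusted over each list alone), with shift adjusted p of 0.496 for endothelial markers in the isthmus and 0.96 and 0.797 for erythrocyte markers in the ampulla (median -0.09, mean 0.03) and isthmus.

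Between the tissues, gastrin-releasing peptide (GRP) was higher in the isthmus than in the ampulla by 6.29 in the LP (SE 0.18, adjusted p = 9.07e-08) and 6.54 in the FP (adjusted p = 6.05e-08), and NETO1 by 6.10 (SE 0.40, adjusted p = 1.43e-05) and 6.13 (adjusted p = 5.19e-05). The ampulla signal of NETO1 (4.80 in the LP and 4.62 in the FP) lay under the lower quartile of the arrays (5.68 to 5.82), so the size of its differences is uncertain. GRP had a signal of 13.73 ± 0.17 in the FP isthmus. IGFBP3 was higher in the isthmus by 3.41 in the LP (adjusted p = 5.88e-05) and 4.67 in the FP. In the ampulla uroplakin 1B (UPK1B) was higher, with isthmus minus ampulla differences of -4.59 in the LP (SE 0.42, adjusted p = 0.000107) and -4.21 in the FP (adjusted p = 0.000656), and so was prostaglandin D2 synthase PTGDS, with -4.16 (SE 0.39, adjusted p = 0.000128) and -2.99 (adjusted p = 0.00297). The LP isthmus signal of UPK1B (5.55) lay under that quartile too, and its FP difference was -4.88 without FP replicate 1 and -3.45 without FP replicate 2. These calls held without each heifer in turn. In all, 1049 probesets were higher and 822 lower in the isthmus than in the ampulla in the LP, and 407 and 222 in the FP, with counts in the FP of 371, 113 and 407 without FP replicates 1, 2 and 3, and in the LP of 1067 without LP replicate 2. The p-values and counts of this paragraph took the tissues of a heifer as separate samples.

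For other splits of the heifers, and of the arrays for differences between the tissues, 10 are too few for a share under 0.05. The real split gave 2094 DEGs in the ampulla against at most 0 in the others, 2259 in the isthmus against 1, and 1068 in both against 0. It had 47 passing tests for over-representation of a list against 0 and 44 for a shift against 34. Each of the other splits passed between 14 and 34 of the 72 shift tests at the preset correlation. A small adjusted p of a shift is thus weak evidence of a difference between the phases when taken alone. These splits still put more heifers of 1 phase on each side, so part of the phase difference may remain in them. The lists tested included those that the study chose on the same samples. For isthmus against ampulla the real split gave 1871 in the LP against 0 and 629 in the FP against 0. In each case 1 of 10 splits, the real one, gave a value as large. Most of the other splits for isthmus against ampulla put both tissues of some heifers in the same group. Those splits do not keep the pairing of the tissues.

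Of the symbols in Tables 3 and 4 of the paper, bTrappin-5, H4, LOC777601, LOC100337183, LOC768255 and LOC541007 of the ampulla and LOC100337391, OR9Q2, LOC100335668, LOC617981 and again LOC100337183 of the isthmus carry no probeset of that name in the annotation used. An olfactory receptor named OR9Q6 fell by 2.98 in the isthmus (SE 0.48, adjusted p = 0.00248).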
